# Has gene expression neofunctionalization in the fire ant antennae contributed to queen discrimination behavior?

**DOI:** 10.1002/ece3.5748

**Published:** 2019-10-29

**Authors:** Viet‐Dai Dang, Amir B. Cohanim, Silvia Fontana, Eyal Privman, John Wang

**Keywords:** fire ant, neofunctionalization, odorant‐binding protein, RNA‐Seq, *Solenopsis invicta*, worker antennae

## Abstract

Queen discrimination behavior in the fire ant *Solenopsis invicta* maintains its two types of societies: colonies with one (monogyne) or many (polygyne) queens, yet the underlying genetic mechanism is poorly understood. This behavior is controlled by two supergene alleles, *SB* and *Sb*, with ~600 genes. Polygyne workers, having either the *SB/SB* or *SB/Sb* genotype, accept additional *SB/Sb* queens into their colonies but kill *SB/SB* queens. In contrast, monogyne workers, all *SB/SB*, reject all additional queens regardless of genotype. Because the *SB* and *Sb* alleles have suppressed recombination, determining which genes within the supergene mediate this differential worker behavior is difficult. We hypothesized that the alternate worker genotypes sense queens differently because of the evolution of differential expression of key genes in their main sensory organ, the antennae. To identify such genes, we sequenced RNA from four replicates of pooled antennae from three classes of workers: monogyne *SB/SB*, polygyne *SB/SB*, and polygyne *SB/Sb*. We identified 81 differentially expressed protein‐coding genes with 13 encoding potential chemical metabolism or perception proteins. We focused on the two odorant perception genes: an odorant receptor *SiOR463* and an odorant‐binding protein *SiOBP12*. We found that *SiOR463* has been lost in the *Sb* genome. In contrast, *SiOBP12* has an *Sb*‐specific duplication, *SiOBP12b*′, which is expressed in the *SB/Sb* worker antennae, while both paralogs are expressed in the body. Comparisons with another fire ant species revealed that *SiOBP12b*′ antennal expression is specific to *S. invicta* and suggests that queen discrimination may have evolved, in part, through expression neofunctionalization.

## 1 INTRODUCTION

Great variation has evolved in animal societies. Society complexity ranges from simple cooperative pairs (Pilakouta, Richardson, & Smiseth, 2015; Riehl, 2013) to huge but loose flocks and schools (Hemelrijk & Hildenbrandt, 2012), and even to the highly hierarchical colonies of ants, bees, and wasps (Hines, Hunt, O'Connor, Gillespie, & Cameron, 2007; Richards, Wettberg, & Rutgers, 2003; Taber, 2000). Variation can also be found intraspecies, such as in colony queen number in several ant species (Bourke & Franks, 1961; Hölldobler & Wilson, 1990). Although some studies exist (Kocher et al., 2018; Purcell, Brelsford, Wurm, Perrin, & Chapuisat, 2014), the evolutionary genetic bases underlying social form differences are still poorly understood. In particular, essentially nothing is known about whether differences in social communication genes can drive some of these social polymorphisms.

Social communication is a central feature of social insects and is mediated predominantly by chemical signals. Thus, the antennae, the major chemosensory organs in insects, play a critical role in chemical communication. Insect antennae are covered by many hair‐like structures called sensilla, which mediate the sensation of odor cues. These sensilla have pores on the cuticle that allows chemical molecules to enter into the aqueous sensillum lymph (Shanbhag, Müller, & Steinbrecht, 2000). Many biologically produced chemicals (semiochemicals) are hydrophobic and would have difficulty traversing the sensillum lymph to the chemoreceptors without help. Thus, the current model is that the semiochemicals are transported to chemoreceptors (i.e., odorant receptors (ORs), gustatory receptors, ionic receptors) by odorant‐binding proteins (OBPs) and chemosensory proteins (CSPs) (Reinhard, 2004). Consequently, the specificity of the OBPs and CSPs in the sensilla to a certain compound can directly affect insect behaviors (Matsuo, Sugaya, Yasukawa, Aigaki, & Fuyama, 2007; Pelletier, Guidolin, Syed, Cornel, & Leal, 2010).

A unique system for the study of chemical communication in social insects is queen acceptance or rejection behavior by workers in the red imported fire ant *S. invicta*. This case affords the investigation of the molecular genetic basis of behavior, because queen acceptance is completely linked to a social supergene with two alleles, *SB* and *Sb* (Keller & Ross, 1998; Wang et al., 2013). While the monogyne workers (all having the *SB/SB* genotype) accept only one *SB/SB* reproductive queen in their colonies, the polygyne workers (a mix of *SB/SB* and *SB/Sb* genotypes) accept multiple *SB/Sb* reproductive queens and kill all *SB/SB* queens. The queen discrimination behavior by the *SB/Sb* workers is presumably based on differences in cuticular chemical profiles between *SB/SB* and *SB/Sb* queens (Eliyahu, Ross, Haight, Keller, & Liebig, 2011; Gotzek & Ross, 2008; Ross & Keller, 1998; Trible & Ross, 2016). The identity of this cuticular chemical(s) that signals queen genotype is unknown; however, unsaturated hydrocarbons, polar biomolecules, and Gp‐9 have been proposed as candidates (Eliyahu et al., 2011; Gotzek & Ross, 2009; Trible & Ross, 2016). These findings indicated that there are at least two co‐evolved genes in this queen–worker interaction behavior: a chemical‐cue‐producing gene expressed in the queen and a chemical‐cue detection gene expressed in the worker. Although the initial studies found a link between the queen discrimination behavior and an OBP, *Gp‐9*, it is but one among ~600 protein‐coding genes within the supergene (Keller & Ross, 1998; Ross, 1997; Wang et al., 2013). Thus, which gene(s) underlie this queen discrimination behavior is still unknown and identification of the causative gene(s) is challenging, in part because recombination is suppressed within the supergene (Ross & Shoemaker, 2018; Wang et al., 2013).

In this study, we aimed to determine which genes are associated with the queen discrimination behavior in the fire ant workers. We reasoned that identifying the genes expressed in the worker antennae may reveal important genes underlying this behavior. However, there are other behaviors that are different between monogyne and polygyne workers beside the queen discrimination behavior, for example, higher intercolony aggression in monogyne compared to polygyne colonies. Therefore, distinguishing the genes that are regulated by genetic background or social environment is critical. Here, we used RNA sequencing (RNA‐Seq) to profile gene expression in the antennae of three worker classes: monogyne *SB/SB*, polygyne *SB/SB*, and polygyne *SB/Sb*. Given that odorant perception genes function in chemical recognition, we further examined two odorant perception genes that were differentially expressed between *SB/SB* and *SB/Sb* workers in a comparative genomic approach. Last, we compared gene expression across major body parts between two fire ant species to study whether high antennal gene expression for one odorant perception gene, *SiOBP12*, was conserved across species or specific to *SB/Sb* workers.

## 2 MATERIALS AND METHODS

Detailed methods are provided in the supplementary materials (Appendix S1).

### 2.1 Ant colony collection, maintenance, and genotyping

Colonies of *S. invicta* were collected from Taoyuan County, Taiwan. For *Gp‐9* genotyping, an PCR/RFLP assay was conducted on pooled DNA from at least ten workers (Krieger & Ross, 2002). Colonies were maintained under standard conditions (Jouvenaz, Allen, Banks, & Wojcik, 1977). Ants were sampled at least two to three months after collection from the field.

Two monogyne colonies of the tropical fire ant, *S. geminata*, were collected in Taichung City, Taiwan. After collection, we maintained them in the laboratory in the same conditions as *S. invicta*, except with the addition of seeds used as bird food.

### 2.2 Sample and tissue collection

All *S. invicta* and *S. geminata* samples were from foraging workers, which we obtained by attracting with honey. To minimize sampling differences, we selected only medium‐sized (ca. 1.5 mm in length) workers.

For *S. invicta*, we sampled different body parts from three classes of workers for each bioreplicate (Figure S1): monogyne *SB/SB* (M_BB), polygyne *SB/SB* (P_BB), and polygyne *SB/Sb* (P_Bb). For RNA sequencing, we extracted total RNA from 36 to 55 pairs of antennae for four bioreplicates (12 total samples). For qRT‐PCR experiments, we extracted total RNA from 20 to 24 antennal pairs or 15 units of a body part (head, thorax, or abdomen). For sequence trace analysis, we extracted total RNA from the antennae, heads, or thoraces–abdomens of 10–11 *SB/Sb* workers. Different experiments used different colony pairs.

Body part samples of *S. geminata* (head, thorax, and abdomen) were from 20 and 26 individuals. Antennae samples were from 99 and 108 individuals .

### 2.3 RNA extraction, amplification, and sequencing

We extracted RNA using the Direct‐zol RNA MiniPrep Kit (R2050, ZymoResearch) following a modification of the manufacturer's instructions (Zhang et al., 2013). To obtain sufficient cDNA for sequencing, we amplified each antennal RNA sample independently using the NuGEN Ovation V.2 kit (M01206, NuGEN Technologies), following the manufacturer's instructions. All samples were sequenced on the Illumina HiSeq 2500 platform with a 150 bp paired‐end protocol (at the High Throughput Genomics Core at the Biodiversity Research Center, Academia Sinica, Taiwan).

### 2.4 RNA‐Seq data processing

To generate an antennal reference gene list for differential gene expression analysis, we combined 15,589 genes from the fire ant official gene set (OGS) with novel transcripts within our RNA‐Seq data as follows. We first controlled the quality of the sequence reads of the 12 NuGEN amplified antennal cDNA libraries by retaining reads passing a base‐quality threshold of 20 and minimum length of 30 bases using cutadapt v1.16 (Martin, 2011). Next, we followed the Tuxedo pipeline (Trapnell et al., 2012) to map quality‐controlled reads onto the fire ant genome Si_gnH (Privman et al., 2018) and generated an expressed gene set containing 44,521 putative genes. We subsequently retained potential protein‐coding genes which encode peptides with an open reading frame of at least 50 amino acids and having similarity to genes in the NCBI nonredundant reference (Bethesda (MD)[Link]). This added 3,641 genes to the fire ant official gene set (Privman et al., 2018; Wurm et al., 2011), for a total of 19,230 putative protein‐coding genes in the reference gene set (OGS‐plus).

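The deposited tables list 19230 genes for each antennal library. Of these, 15589 carry an identifier of the official gene set and 3641 carry an XLOC identifier from the assembled transcripts. The deposited exon annotation holds 44521 genes on Si_gnH scaffolds and places all 3641 XLOC genes of the tables. It holds 0 of the identifiers of the official gene set, so scaffold positions are given here for XLOC genes only. The median gene length was 828 bases for official genes and 1432 bases for XLOC genes. In the 12 libraries together, 2501 of the 19230 genes had no count.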

To identify differentially expressed genes (DEGs) on the full dataset of 12 samples, we first mapped the quality‐controlled reads onto OGS‐plus with Bowtie v2.2.6 (Langmead & Salzberg, 2012; Langmead, Wilks, Antonescu, & Charles, 2019). Next, we used RSEM v1.3.0 (Li & Dewey, 2011) to estimate gene expression levels from the mapped reads. Finally, we identified DEGs using the EBSeq package v1.2.0 (Leng et al., 2013).

### 2.5 Identification of the different paralogs of *SiOBP12* (*SiOBP12* and *SiOBP12b′*)

To obtain the cDNA sequence of the expressed *SiOBP12* in the *SB/Sb* worker antennae, we used RACE assays that were subsequently confirmed by cloning and Sanger sequencing. To estimate the expression of *SiOBP12* and *SiOBP12b*′, we mapped the merged quality‐controlled reads of the four bioreplicates of the *SB/Sb* antennal cDNA libraries onto the Si_gnH genome and used GATK for variant calling at the *SiOBP12* locus. To determine the expression of *SiOBP12* and *SiOBP12b*′ in the *SB/Sb* individual antennae, heads, and bodies (i.e., thorax–abdomen), we amplified partial cDNAs of the two paralogs using shared PCR primers and Sanger‐sequenced the PCR products without purification.

### 2.6 Structure analysis of SiOBP12 proteins

To examine whether the amino acid differences between *SiOBP12B*, *SiOBP12b*, *SiOBP12b*′, and *SgOBP12* may be potentially functionally important, we compared their predicted protein sequences to Gp‐9 (NCBI RefSeq Q8WP90) and the pheromone‐binding protein (PBP) in *Bombyx mori* (NCBI RefSeq NP_001037494). SiOBP12b′ was translated from RACE cDNA sequence obtained in this study (MN193778). SiOBP12B (Wurm et al., 2011), SiOBP12b (Wang et al., 2013), and SgOBP12 (Dryad) were translated from their respective genomic sequences. We aligned these six protein sequences using MEGA7 (Kumar, Stecher, & Tamura, 2016). The helices and the residues, which are likely to be involved in the bombykol binding pocket and pH‐sensitive conformation change, were adopted from previous studies (Krieger & Ross, 2005; Sandler, Nikonova, Leal, & Clardy, 2000).

### 2.7 Examination of *SiOR463* and *SiOBP12b′* in the *S. invicta SB, Sb,* and *S. geminata* genomes

To infer gene deletion or insertion, we examined the sequences of *SiOR463* and *SiOBP12b*′ and their surrounding regions in three PacBio genome assemblies: *S. invicta SB*, *Sb*, and *S. geminata*. The homologous sequences were aligned and visualized using Mauve (Darling, Mau, Blattner, & Perna, 2004). For *SiOR463*, we also mapped low‐coverage whole genome sequence of 14 males (Wang et al., 2013) onto the *S. invicta SB* and *Sb* contigs where *SiOR463* is located, and visualized mapping results in IGV (Thorvaldsdóttir, Robinson, & Mesirov, 2013).

## 3 RESULTS

### 3.1 Differentially expressed genes in the antennae of the three fire ant worker classes

To distinguish potential genetic (*SB/SB* vs. *SB/Sb*) or social (monogyne vs. polygyne) effects on antennal gene expression differences, we examined three worker classes: monogyne *SB/SB*, polygyne *SB/SB*, and polygyne *SB/Sb* (hereafter as M_BB, P_BB, and P_Bb, respectively, Figure S1A). 

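Each antennal library was a pool of 36 to 53 pairs of antennae from workers of 1 genotype and 1 colony. The libraries form 3 worker classes with 4 bioreplicates each, numbered 2, 3, 6 and 7. Workers with the SB/SB genotype carry the SB variant of the supergene on both chromosomes, and SB/Sb workers carry 1 copy of each variant. Monogyne colonies have a single queen and polygyne colonies have several. The P_BB and P_Bb libraries of a bioreplicate came from the same polygyne colony. The M_BB library of that number came from a monogyne colony that the supplementary methods describe as collected and sampled on the same days. The RNA was amplified before sequencing, and the paper's Table S1 gives duplicate percentages from 11.0% (P_Bb bioreplicate 6) to 41.0% (P_Bb bioreplicate 7), as assessed by the authors on the genome.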

We extracted and amplified total antennal RNA from four bioreplicates from each of the three worker classes for sequencing (12 total samples). RNA‐Seq yielded 47–61 million raw reads per sample, and after quality control, trimming, and filtering, 45–60 million reads were retained (see Appendix S1: Methods, Table S1). 

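For each library the authors deposited RSEM's expected count and TPM of every gene. An expected count is an estimate of the read pairs that belong to a gene and need not be a whole number. The sum of expected counts per library was 1662249 to 4006513 in M_BB (median 2916407), 2546365 to 3352972 in P_BB (median 2947036) and 2373104 to 4101327 in P_Bb (median 3077040). These sums, and not the number of raw reads, are the depth behind the values given here. By the paper's Table S1, between 11.1% (M_BB bioreplicate 7) and 21.0% (P_Bb bioreplicate 6) of the read pairs that passed quality control mapped onto the gene set. The 10 genes with the most counts held from 7.98% (M_BB bioreplicate 3) to 20.6% (P_BB bioreplicate 2) of a library's counts.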

To identify differentially expressed genes (DEGs), we first estimated the expression level of each gene by mapping postfiltered reads onto “OGS‐plus,” a set of 19,230 putative protein‐coding genes, using Bowtie2 and counting the mapped reads with RSEM (Li & Dewey, 2011; see Appendix S1: Methods, Figure S1D). We used transcript sequences as the mapping reference (rather than the whole genome) to minimize the effect of transcribed noncoding regions (e.g., introns) on the mapping results.

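For the tests given here, expected counts were rounded to whole numbers and scaled by edgeR's TMM method, with factors from 0.842 (P_BB bioreplicate 2) to 1.12 (M_BB bioreplicate 3). Genes with too few counts were removed with edgeR's filterByExpr, which left 10503 genes. All 12 libraries entered a single model with the 3 worker classes and no other term. The genotype comparison set P_Bb against the mean of M_BB and P_BB, and the social form comparison set M_BB against the mean of P_BB and P_Bb. Amplified reads without molecular identifiers are not independent molecules, so limits drawn from counts cover counting error only.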

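Among the 10503 genes tested, 23 differed among the 3 worker classes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p-value under 0.05 was found for 430, fewer than the share of 0.05 of the genes that chance alone gives. Of the 23 genes, 22 are listed in Table S2. The separate class was P_Bb for 19 of them and M_BB for the other 4. The edgeR count fell from 23 to 3 when genes had to reach 10 counts in every library, the largest change as a ratio among the alternatives tried. That filter removes genes near 0 in a class by its construction. A re-implementation of EBSeq's model called 72 genes at a posterior probability of at least 0.95, and 66 of these are in Table S2. Of the 81 genes of Table S2, 75 had enough counts to be tested, and 42 of these differed at least 2-fold in the comparison of their own pattern. The log2 fold change lay within 0.1 of the paper's reported value for 66 of the 73 genes with a value in both, and all 73 had the same direction. In TPM, 50 of the 81 genes had no overlap between the libraries of the separate class and those of the other classes, where chance gives 0.404% of genes that were not chosen on the same libraries. Since the 81 genes were, their number without overlap is a description and not independent evidence.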

We identified 81 DEGs (posterior probability differentially expressed (PPDE) >95%; range 1.2‐ to 168‐fold difference; 46 with ≥2‐fold difference; Figure 1; Table S2). Of these, 36 genes were differentially expressed by social supergene genotype, with 31 and five genes being up‐ and downregulated, respectively, in P_Bb compared to both M_BB and P_BB. 

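By genotype, 24 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 23 higher and 1 lower in P_Bb. All 24 are in Table S2. An unadjusted p-value under 0.05 was found for 241 genes, and for 354 with the bioreplicate as a block. Both are fewer than the share of 0.05 of the 10503 genes that chance alone gives. They are thus no sign of further genes, and the test may be conservative here. The gene that was lower, XLOC_040838, is named because of its values, with a log2 fold change of -0.74 and an adjusted p of 0.0446. This call depends on the settings, since its adjusted p ranged from 0.000145 to 0.34 over the alternatives and it passed in 0 of the 12 fits that each left out a library. Of the 38 genes that Table S2 gives as different by genotype or in all comparisons, 36 had enough counts to be tested, 24 passed over all genes tested and 36 passed when adjusted over the list alone. The study chose that list on these libraries, so the latter count is not independent evidence. In TPM, 33 of the 38 were higher and 5 were lower in P_Bb, and 34 separated all 4 P_Bb libraries from the other 8. In pairwise comparisons, 14 genes passed between P_Bb and P_BB and 16 between P_Bb and M_BB, and each of these was higher in P_Bb. Between P_Bb and P_BB, 1 gene passed without P_BB bioreplicate 3, without P_BB bioreplicate 7 or without P_Bb bioreplicate 2. The count was 2 genes without P_BB bioreplicate 6 or without P_Bb bioreplicate 7. With all libraries and the bioreplicate as a block, 11 genes passed between P_Bb and P_BB, of which 8 were among the 14. Between P_Bb and M_BB the block gave 15 genes, of which 14 were among the 16.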

A comparison between social form samples revealed 43 genes differentially expressed with 21 and 22 being up‐ and down‐regulated, respectively, in monogyne (M_BB) compared to polygyne samples (P_BB and P_Bb). 

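By social form, 5 genes passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 higher and 3 lower in M_BB, while 911 genes had an unadjusted p-value under 0.05. The 2 higher genes were SINVm1_gene_14166 and SINVm1_gene_00026, and the 3 lower genes were XLOC_003605, XLOC_003265 and SINVm1_gene_00166. SINVm1_gene_00026 is not in Table S2, and XLOC_003605 and XLOC_003265 are named because of their values. Of the 43 genes that Table S2 gives as different by social form, 39 had enough counts to be tested, 3 passed over all genes tested and 38 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. All 43 had a direction in TPM, 21 higher and 22 lower in M_BB, and 16 separated the 4 M_BB libraries from the other 8. Those 8 polygyne libraries came from 4 colonies, so by social form 4 colonies stand against 4. The model and the SDs with n = 8 treat the 8 libraries as separate units. The smallest difference that Table S2 reports is that of SINVm1_gene_14059, with 196 ± 38.9 TPM (SD, n = 4) in M_BB and 245 ± 18.2 TPM (SD, n = 8) in the polygyne libraries. Its log2 fold change was -0.27 (standard error 0.12, adjusted p = 0.57 from the same edgeR test). With the bioreplicate as a block, 0 genes passed by social form and 1091 had an unadjusted p-value under 0.05. Between P_BB and M_BB, 0 genes passed and 505 had an unadjusted p-value under 0.05. Chance alone gives a share of 0.05 of the 10503 genes, which 505 does not reach and which 911 and 1091 exceed.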

Two genes, *SINVm1_gene_00166* and *XLOC_023347*, were differentially expressed in all three comparison pairs (posterior probability of the expression pattern, >94%; PPDE >99%), possibly suggesting regulation by both genotype and social form. However, visual inspection and the Tukey HSD test suggested that genotype is the main factor regulating these two genes (Figure S2A, B). 

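SINVm1_gene_00166 was at 2.33 ± 1.31 TPM (SD, n = 4) in M_BB, 7.92 ± 5.37 TPM (SD, n = 4) in P_BB and 59.7 ± 10.7 TPM (SD, n = 4) in P_Bb. By genotype its log2 fold change was 3.76 (standard error 0.37, adjusted p = 0.000302 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The P_Bb libraries, from 50.97 to 74.36 TPM, lay above all other libraries, whose highest value was 15.5 TPM. Between P_BB and M_BB the log2 fold change was 1.83 with an adjusted p of 0.888 in the edgeR test. The 4 P_BB libraries, from 3.88 to 15.5 TPM, lay above the 4 M_BB libraries, which reached 3.57 TPM. The M_BB libraries had 2 to 6 counts. SINVm1_gene_00166 also passed by social form (log2 fold change -3.26, adjusted p = 0.0284 in the edgeR test). A gene changed in P_Bb alone also moves that comparison, so social form remains open for it. XLOC_023347 lies on Si_gnH scaffold 59 from 4 to 5251, with 1 annotated exon. It was at 14.0 ± 5.46 TPM (SD, n = 4) in M_BB, 19.3 ± 6.30 TPM (SD, n = 4) in P_BB and 67.4 ± 7.56 TPM (SD, n = 4) in P_Bb. Its log2 fold change by genotype was 1.99 (standard error 0.21, adjusted p = 0.000386 from the edgeR test), and between P_BB and M_BB it was 0.42, also with an adjusted p of 0.888. For either gene the 4 P_Bb libraries separated from the other 8 (exact permutation test of the TPM difference, two-sided, p = 0.00202, the smallest this design allows). From visual inspection and Tukey's test in Figure S2, the paper reasons that genotype is the main factor for both genes.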

Definitive ascertainment of whether social form contributes to gene expression differences for these two genes will require greater sample sizes (Schurch et al., 2016).

**Figure 1:**
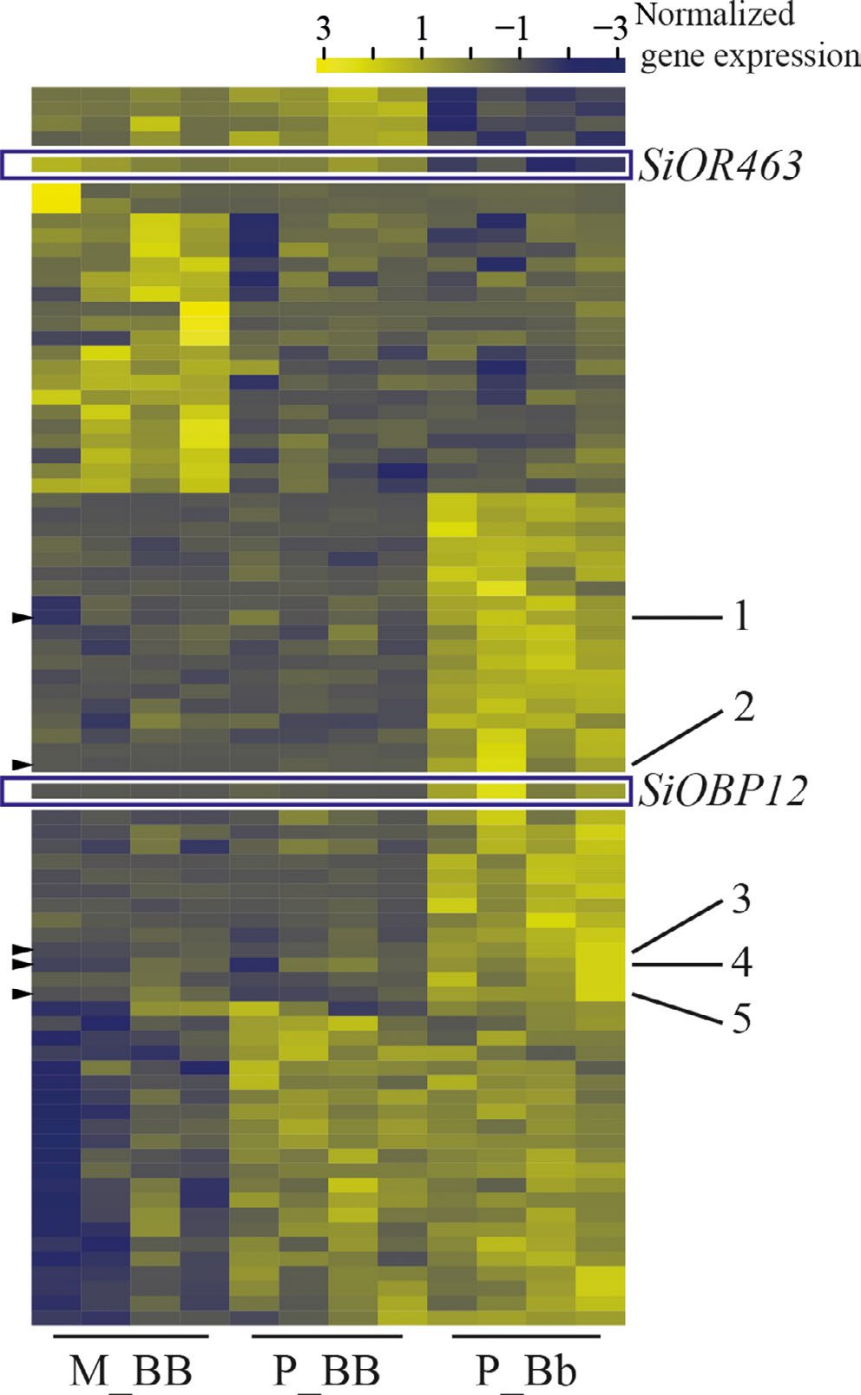
Heatmap of the 81 genes differentially expressed in the worker antennae in monogyne *SB/SB* (M_BB), polygyne *SB/SB* (P_BB), and polygyne *SB/Sb* (P_Bb). Gene expression was estimated by RSEM, using TPM (transcripts per million). Rows and columns represent genes and samples, respectively. Gene expression values are normalized by row. Genes located in the supergene are indicated with arrowheads and numbers (1. Uncharacterized protein, 2. Nadh dehydrogenase, 3. coiled‐coil domain‐containing protein 142, 4. tyrosine protein kinase transmembrane receptor ror, and 5. ubiquitin‐like domain‐containing ctd phosphatase) or boxes (*SiOBP12* and *SiOR463*). Gene order from top to bottom is the same as in Table S2

The queen discrimination behavior in fire ants is linked to the social supergene (Keller & Ross, 1995; Wang et al., 2013). 

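Table S2 places 7 genes in the supergene, and all 7 had enough counts to be tested. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of the 7 passed by genotype over all genes tested, and 7 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. In TPM, 6 of the 7 separated the P_Bb libraries from the other 8. SINVm1_gene_05175 was at 74.2 ± 35.8 TPM (SD, n = 4) in P_Bb, with a log2 fold change of 4.20 (standard error 0.47, adjusted p = 0.000426 in the edgeR test). SINVm1_gene_05144 was at 5.71 ± 1.66 TPM (SD, n = 4) in P_Bb and 1.18 ± 0.586 TPM (SD, n = 8) in the other classes, and its log2 fold change was 2.20 (standard error 0.31, adjusted p = 0.00273 in the edgeR test). SINVm1_gene_05176 rose from 64.9 ± 16.7 TPM (SD, n = 8) to 130 ± 25.2 TPM (SD, n = 4), a log2 fold change of 0.95 (standard error 0.17, adjusted p = 0.0298 in the edgeR test). This call rests on the model, since its adjusted p was 0.0505 with the bioreplicate as a block and ranged from 0.000177 to 0.276 over the alternatives. SINVm1_gene_05326 (log2 fold change 1.35, standard error 0.30) and SINVm1_gene_13984 (log2 fold change 0.65, standard error 0.20) did not pass, with adjusted p-values of 0.14 and 0.999 in the edgeR test. For SINVm1_gene_13984 the P_Bb libraries, from 13.37 to 21.38 TPM, overlapped the others, which reached 13.81 TPM.

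**Figure D1:**
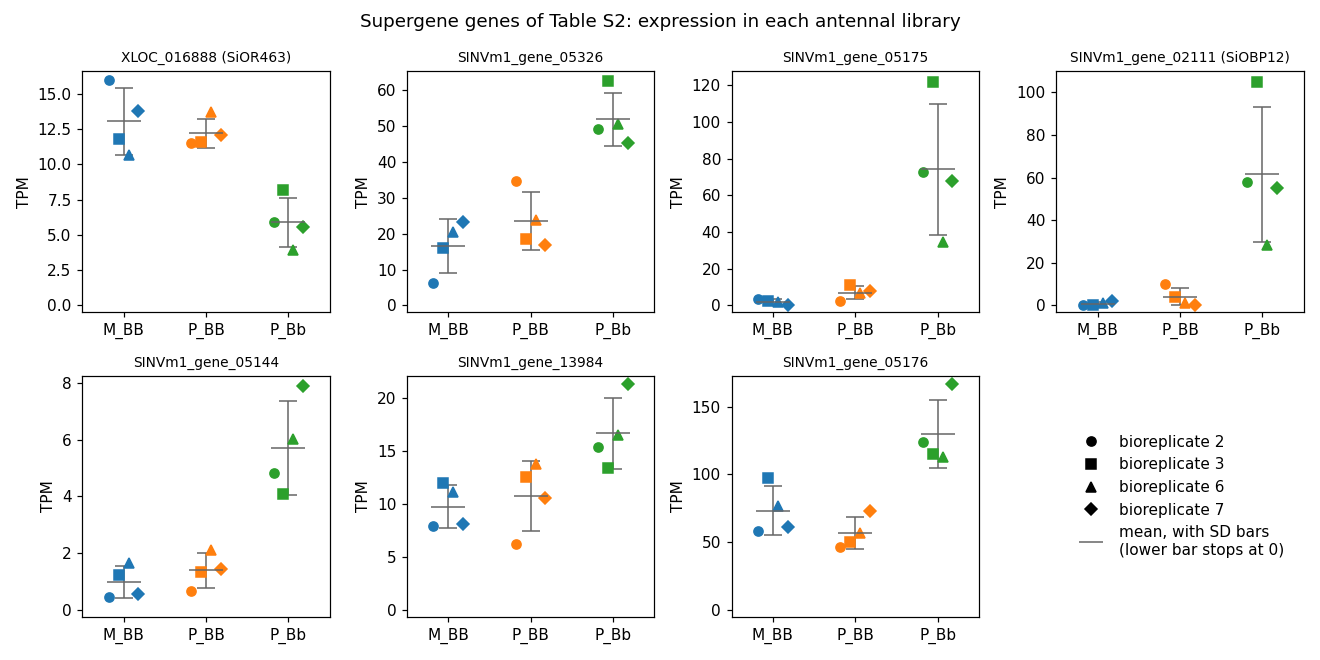
Expression in TPM (linear vertical axes) of the 7 supergene genes of Table S2 in each of the 12 antennal libraries, by worker class, with the mean and SD of 4 libraries. SiOR463 is lower in the 4 P_Bb libraries, from 3.94 to 8.16 TPM, and the other genes have a higher mean in P_Bb.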

Of the 81 antennal DEGs, seven (8.64%) are located in the supergene and all were differentially expressed by genotype (Table S2). 

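Whether neighbouring genes followed the genotype was tested on the scaffold that the deposited annotation gives for a supergene gene of Table S2. The paper's supplement places SiOBP12 on another Si_gnH scaffold, and neighbours there were not tested as a group. Of the 7 supergene genes of Table S2, 1 (XLOC_016888) has a position in the deposited annotation, on Si_gnH scaffold 28. Among the 12 other XLOC genes tested on that scaffold, 0 passed by genotype and 0 had an unadjusted p-value under 0.05, against 12 of 2682 XLOC genes tested on other scaffolds (Fisher's exact test, two-sided, p = 1). A count of 0 among 12 genes allows a share of up to 25.0%, so the comparison has little power. Log2 fold changes of these 12 genes ranged from -0.44 to 0.16.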

With respect to the 36 genes regulated by supergene genotype, this corresponds to a 6.68‐fold over‐representation of supergene genes (*p*‐value = .0002, Fisher's exact one‐tailed test). In contrast to a previous study on whole worker bodies, which found more genes regulated by social environment than by genotype (Wang, Ross, & Keller, 2008), we found a similar number of DEGs due to social environment (*n* = 43) and genetic effects (*n* = 38, including *SINVm1_gene_00166* and *XLOC_023347*) on the worker antennae (*p*‐value = .65, exact binomial two‐tailed test).

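At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 24 genes passed by genotype and 5 by social form (exact binomial test, two-sided, p = 0.000546). With DESeq2 the counts were 37 and 26 (p = 0.207, exact binomial test), and with the re-implementation of EBSeq's model they were 37 and 35 (p = 0.906, exact binomial test). Among genes with at least 10 counts in every library, 4 passed in each comparison. That filter removes genes near 0 in SB/SB libraries by its construction, so these equal counts do not bear on the comparison. The binomial test treats genes as independent, which genes measured in the same libraries are not. The order also depends on the threshold. At an unadjusted p-value under 0.05, the edgeR fit had 241 genes by genotype and 911 by social form. DESeq2 had 275 and 1018. From the numbers of genes in Table S2, the paper states that social form and genotype affect similar numbers of genes in the antennae, unlike in whole bodies.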

Inspection of the putative functions of all DEGs revealed 13 genes potentially involved in chemical metabolism (e.g., fatty acid synthase, cytochrome P450 enzymes, and esterase) and odorant perception (i.e., an OBP and an OR). Of these, eight genes were likely socially regulated with six and two genes being more and less expressed, respectively, in monogyne (M_BB) compared to polygyne (P_BB and P_Bb) samples. 

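Of the 13 genes, 12 had enough counts to be tested, and 5 passed in the comparison of their own pattern in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (12 when adjusted over the list alone, which is not independent evidence). With the bioreplicate as a block, 3 passed. Among the 8 genes given as different by social form, 6 were higher and 2 lower in M_BB in TPM, and 1 of the 7 tested passed. This gene was SINVm1_gene_14166, at 225 ± 103 TPM (SD, n = 4) in M_BB and 55.3 ± 21.6 TPM (SD, n = 8) in the polygyne libraries, with a log2 fold change of 2.09 (standard error 0.32, adjusted p = 0.0284 in the edgeR test). Its adjusted p was 0.0761 with the block, and it passed in 3 of the 12 fits that each left out a library. The largest fall in M_BB was that of SINVm1_gene_10049, from 102 ± 17.1 TPM (SD, n = 8) to 60.1 ± 13.6 TPM (SD, n = 4), a log2 fold change of -0.75 (standard error 0.21, adjusted p = 0.445 in the edgeR test).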

Five genes were regulated by genotype with four more highly expressed in *SB/Sb* (P_Bb) compared to *SB/SB* (M_BB and P_BB) samples.

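Of the 5 genotype genes, 4 passed in edgeR's quasi-likelihood test, and in TPM all 5 separated the P_Bb libraries from the others. The largest rise was that of SINVm1_gene_00401, with 14.8 ± 6.30 TPM (SD, n = 4) in P_Bb, from 17 to 52 counts per library, and at most 3 counts in any other library. Against that limit of 3 counts it was at least 9.06-fold higher in P_Bb (adjusted p = 0.000386 in the edgeR test). The gene that fell was XLOC_016888 (SiOR463), which did not pass.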

Besides these two classes of genes, 16 transposable elements (TEs) were differentially expressed among the samples. Of these, the expression of six TEs was associated with social environment, with two and four TEs being more and less expressed, respectively, in M_BB samples compared to P_BB and P_Bb samples. 

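Of the 16 TEs, 15 had enough counts to be tested and 7 passed in the comparison of their own pattern in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (15 when adjusted over the list alone, which is not independent evidence). None of the 5 tested TEs given as different by social form passed, and all 5 had an unadjusted p-value under 0.05. In TPM, 2 of the 6 were higher and 4 lower in M_BB, and 3 separated M_BB from the polygyne libraries. XLOC_001842, on Si_gnH scaffold 26064 from 14 to 2145 with 1 annotated exon, was at 20.0 ± 5.55 TPM (SD, n = 4) in M_BB and 9.97 ± 3.07 TPM (SD, n = 8) in the others, a log2 fold change of 1.05 (standard error 0.28, adjusted p = 0.445 in the edgeR test). SINVm1_gene_09125 was at 1.69 ± 1.65 TPM (SD, n = 4) in M_BB, from 0 to 8 counts per library, and 7.78 ± 3.47 TPM (SD, n = 8) in the others, with a log2 fold change of -1.95 (standard error 0.57, adjusted p = 0.459 in the edgeR test). TEs occur in near-identical copies whose reads the mapping could have split, so the values of single TEs are uncertain.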

Another ten TEs were differentially expressed by genotype, with two and eight (including *SINVm1_gene_00166*) genes being more and less expressed, respectively, in M_BB and P_BB compared to P_Bb samples.

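Among the 10 TEs given as different by genotype, 8 were higher and 2 lower in P_Bb, and 9 separated the P_Bb libraries from the others. In edgeR's quasi-likelihood test 7 of them passed, and 6 passed with the bioreplicate as a block. The largest fold difference that Table S2 reports belongs to SINVm1_gene_09325. It was at 11.3 ± 5.00 TPM (SD, n = 4) in P_Bb, from 13 to 21 counts per library, and had at most 1 count in any other library. Against the limit of 3 counts this is at least 5.44-fold higher in P_Bb (adjusted p = 0.00131 in the edgeR test), and the depth does not bound the fold from above. The largest fall was that of SINVm1_gene_00196, from 113 ± 16.4 TPM (SD, n = 8) to 68.5 ± 15.3 TPM (SD, n = 4), a log2 fold change of -0.79 (standard error 0.20, adjusted p = 0.365 in the edgeR test). Every P_Bb library was below every other library for this gene (exact permutation test, two-sided, p = 0.00202). That test ignores the colonies shared by P_BB and P_Bb, and the study chose the gene on these libraries.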

To verify the RNA‐Seq analysis, we conducted quantitative real‐time PCR (qRT‐PCR) assays on independent antennal RNA samples for four (of the seven) DEGs that are located in the supergene. We found the upregulation of all four genes in P_Bb samples compared to both M_BB and P_BB samples, confirming the RNA‐Seq analysis results (Figure 2a; Figure S3). We were unable to design specific qRT‐PCR primers for the remaining three genes.

**Figure 2:**
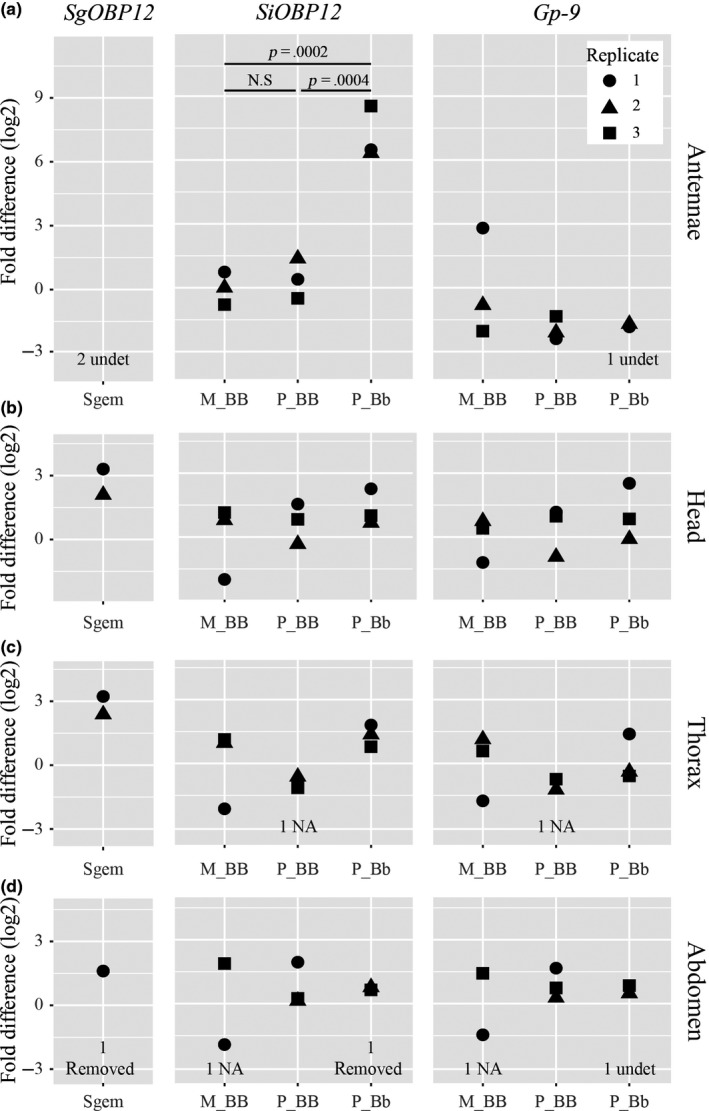
qRT‐PCR expression assays of *SgOBP12* (left), *SiOBP12* (middle), and *Gp‐9* (right) in different worker body parts. For *S. invicta* samples, each data point is the fold difference (log2) between the sample and the mean of the M_BB samples of the same gene in the same body part. *SiOBP12* and *Gp‐9* were not differentially expressed between the three worker classes in the worker heads, thoraces, and abdomens. In the worker antennae, only *SiOBP12* was highly expressed in P_Bb compared to both M_BB and P_BB. The expression of *SgOBP12* is relative to the M_BB samples of *SiOBP12*, that is, a fold difference value of 0 means that the expression level of *SgOBP12* relative to two internal controls (ΔCt) was equal to the average expression of *SiOBP12* relative to two orthologous internal controls (ΔCt) in M_BB in the same body part. In the head, thorax, and abdomen, the expression of *SgOBP12* was similar to that of *SiOBP12* in M_BB. Differential expression of the genes in different body parts was tested using the Tukey HSD test. Not shown *p*‐values are larger than 0.1. This assay cannot distinguish between the different alleles and paralogs of *SiOBP12*. The *S. invicta* head, thorax, and abdomen samples came from the same set of workers; the antennae samples were prepared independently. Data from the same bioreplicates of *S. invicta* are indicated with the same point shape. Each experiment consisted of three (*S. invicta*) or two (*S. geminata*) bioreplicates. Missing data points are due to low expression (undet), data removed for technical reasons (removed), or no assay for low RNA concentration (NA). Sgem, *S. geminata*; M_BB, monogyne *SB/SB*; P_BB, polygyne *SB/SB*; and P_Bb, polygyne *SB/Sb*

### 3.2 The differentially expressed odorant perception genes have copy number variation

An OR *(XLOC_016888*, hereafter *SiOR463)* and an OBP (*SINVm1_gene_02111;* also known as *SiOBP12* (Gotzek, Robertson, Wurm, & Shoemaker, 2011)) were among the seven DEGs located within the supergene. OBPs and ORs are involved in the very first step of odorant perception, where a chemical is carried by an OBP (or a CSP) to a chemoreceptor and thus activating signal transmission (Leal, 2013). Because of a potential role in explaining the queen discrimination behavior, we analyzed these two genes in greater detail.

We identified *SiOR463* as a newly annotated *SB*‐specific OR gene, which has 95% nucleotide similarity to *SiOR163* (NCBI RefSeq XM_026133769.1), based on a new PacBio assembly of the *SB* genome. *SiOR463* is located between *SiOR163* and an unannotated OR, *SiOR462* (*SINVm1_gene_13698*). *SiOR463* has been deleted in the *Sb* genome (Figures S4–S7); thus, the approximate half expression level of *SiOR463* in *SB/Sb* compared to *SB/SB* individuals may simply reflect gene dose (Figure S2C).

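SiOR463 (XLOC_016888) lies on Si_gnH scaffold 28 from 46860 to 48188, with 1 annotated exon. It was at 13.1 ± 2.36 TPM (SD, n = 4) in M_BB, 12.2 ± 1.03 TPM (SD, n = 4) in P_BB and 5.89 ± 1.74 TPM (SD, n = 4) in P_Bb. The mean of the P_Bb libraries was 0.466 of the mean of the other 8. All 4 P_Bb libraries were lower than all others (exact permutation test, two-sided, p = 0.00202). That test ignores the colonies shared by P_BB and P_Bb, and the study chose the gene on these libraries. The log2 fold change was -1.18 (standard error 0.32, adjusted p = 0.612 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the difference did not pass over all genes tested. It stayed between -1.40 and -0.99 with each library left out in turn. The counts were low, from 11 to 14 per P_Bb library and from 19 to 34 in the other libraries, and reads shared with a near-identical receptor gene could have been split by the counting. SiOR462 (SINVm1_gene_13698) had at most 7 counts in any library and was not tested. From the level in SB/Sb workers and the deletion in the Sb genome, the paper proposes an effect of gene dose.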

In contrast to *SiOR463*, *SiOBP12* was expressed ~24‐fold higher in the antennae of *SB/Sb* compared to *SB/SB* workers. This higher expression was not from either of the *SB* or *Sb* alleles of *SiOBP12* (*SiOBP12B* and *SiOBP12b*, respectively) but rather from a duplicated (paralogous) copy of *SiOBP12*, which we call *SiOBP12b′* (corresponding to *SiOBPZ5* (Pracana et al., 2017)), based on four lines of evidence. 

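SiOBP12 (SINVm1_gene_02111) was at 0.728 ± 0.939 TPM (SD, n = 4) in M_BB, 3.82 ± 4.57 TPM (SD, n = 4) in P_BB and 61.6 ± 31.7 TPM (SD, n = 4) in P_Bb. The P_Bb libraries had 28 to 60 counts and the P_BB libraries 0 to 7. The M_BB libraries had at most 1 count, so P_Bb was at least 13.9-fold higher than M_BB against the limit of 3 counts. By genotype the fitted log2 fold change was 5.09 (standard error 0.64, adjusted p = 0.00128 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 34.0-fold. The fitted value depends on the few counts in SB/SB libraries and also on single P_Bb libraries. With a library left out it ranged from 4.66 (without P_Bb bioreplicate 3) to 5.66 (without P_BB bioreplicate 2). Between P_Bb and P_BB alone the log2 fold change was 3.95 with an adjusted p of 0.0503 in the edgeR test, so this comparison did not pass. That model has no term for the colony that P_BB and P_Bb of a bioreplicate share. The TPM of the P_Bb libraries ranged from 28.58 to 104.76, above the highest SB/SB library at 10.25 TPM. Reads of alleles and paralogs are counted together under this identifier.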

First, all of the mapped reads from the *SB/Sb* samples at the *SiOBP12* locus contained mismatches, which corresponded to neither the *SB* (reference genome) nor *Sb* alleles (Table S3). Second, we conducted a rapid amplification of cDNA ends (RACE) assay on antennal expressed *SiOBP12* and found that the expressed transcript has an extension of ~170 bp of the 5’‐UTR compared to *SiOBP12B* (NCBI HQ853360). This extension mapped to a different genomic region (contig 000102F in the *Sb* PacBio genome). Third, copy number variation analysis indicated that there is twice the number of copies of *SiOBP12* in the *Sb* compared to the *SB* genome (Table S4). Finally, based on a new *Sb* PacBio assembly, we confirmed that this *SiOBP12* paralog is *Sb*‐specific and located within the supergene (Figure 3; Figure S8).

**Figure 3:**
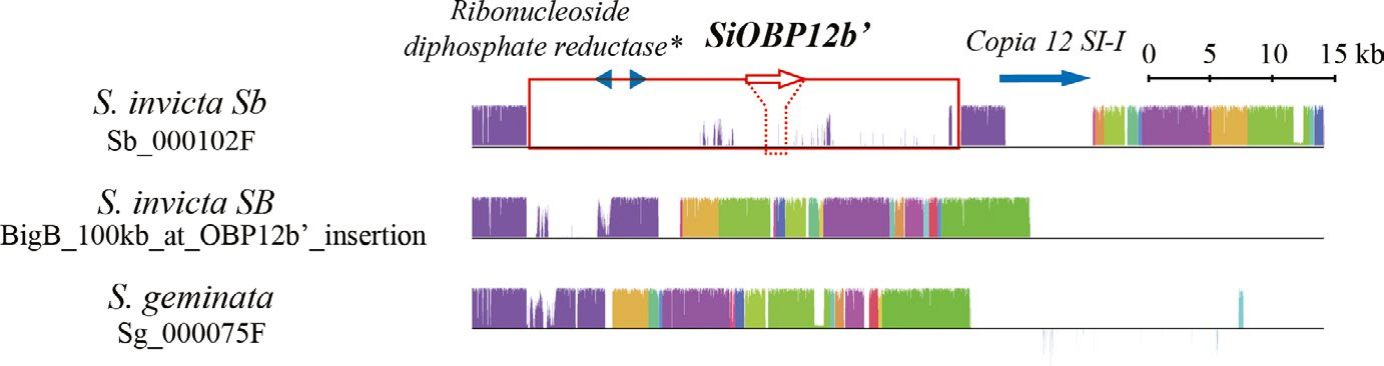
Mauve alignment of the *SiOBP12b*′ region in the genomes of *S. invicta Sb* and *SB* as well as *Solenopsis geminata*. The ~30‐kb region (empty red box) with * SiOBP12b*′ (empty red arrow) is absent in both the *SB* and *S. geminata* genomes, indicating that *SiOBP12b*′ likely inserted into the *Sb* genome after the split between the *S. invicta* and *S. geminata* lineages. This ~30‐kb region also contains two pseudogenized reductase genes (blue arrowheads); other predicted genes outside this region are not shown except for a *Copia* transposable element (blue arrow). Blocks with the same color in each genome indicate corresponding regions among the genomes. The height of each column in the blocks indicates percent similarity among the genomes. Blocks above or below the black lines indicate inverted regions compared to *S. invicta Sb*. Gaps between colored blocks indicate insertions/deletions or divergence. In the *Sb* genome, the insertion is on contig 000102F (Sb_000102F): positions 702901–736721 and corresponds to a manually assembled contig in the *SB* genome (BigB_100kb_at_OBP12b′_insertion; see Figure S8 for derivation of this contig): positions 59685–66456 and contig 000075F in the *S. geminata* genome (Sg_000075F): positions 1074960–1077317. *SiOBP12b*′ is located at 722120–725425 nt

The *SiOBP12b′* gene could have been duplicated after the supergene was formed in an ancestor of *S. invicta*, and hence be specific for the *Sb* supergene allele, or it could have been lost from the ancestral *SB* supergene allele (Ross, Krieger, & Shoemaker, 2003). In the former case, the *SiOBP12b′* flanking region should be adjoined, while in the latter case, we may be able to find *SiOBP12b′* (or its remnants) in the genome of *Solenopsis geminata*, an outgroup species to the South American socially polymorphic clade of fire ants that includes *S. invicta* (Gotzek, Clarke, & Shoemaker, 2010; Martins, Fernando de Souza, & Bueno, 2014). In contrast to a previous study, which suggested that *OBP12* in *S. geminata* (*SgOBP12*) was partially degenerated (Pracana et al., 2017), we found that the 17 kb OBP gene cluster containing *Gp‐9* (*Gp‐9*, *OBP4*, *OBP13*, and *OBP12*) is conserved in the two species (identity >95%, blast results in Dryad). However, the *SiOBP12b*′ region is a complex duplication of ~30 kb that is absent in the *S. geminata* genome while its 5′ and 3′ adjacent regions are conserved and separated by only a ~2 kb unconserved fragment (Figure 3). This result suggests that *SiOBP12b*′ appeared in *S. invicta* or its ancestral lineage after divergence from the *S. geminata* lineage, and is compatible with its appearance after the formation of the *SB* and *Sb* supergene alleles.

### 3.3 Possible neofunctionalization of SiOBP12b′

The fate of a gene duplicate is typically loss of one of the copies but sometimes neofunctionalization. While the *SiOBP12b*′ sequence has an intact open reading frame, *SiOBP12B* and *SiOBP12b* appeared to have become nonfunctional independently because of an early stop codon caused by a C‐to‐T substitution at the 46^th^ nucleotide relative to the start codon in *SiOBP12B* or a 17‐base frame‐shifting insertion in *SiOBP12b* (Pracana et al., 2017). The nonfunctional *SiOBP12b* allele is consistent with no (this study) or very low expression of this allele (1 of 32 *OBP12* reads; Gotzek et al., 2011; Table S5). In contrast, the predicted nonfunctional status of *SiOBP12B* was surprising because it is expressed and also differed from the initially published intact *SiOBP12B* sequence (NCBI RefSeq HQ853360; Gotzek et al., 2011). Inspection of the original RNA‐Seq dataset revealed that the erroneous *SiOBP12B* assembly was due to the collapse of reads from both the *SiOBP12B* and *SiOBP12b*′ alleles (Table S5). Furthermore, all *SiOBP12B* sequences examined from two invasive populations (seven unrelated *SB* males from Georgia, USA [Wang et al., 2013] and 12 families from Taiwan [Qiu et al., 2018 and this study]) have the C‐to‐T substitution, indicating that the premature stop codon is likely fixed in the invasive range.

The loss of *SiOBP12B* and *SiOBP12b* may be compensated (i.e., replaced) by *SiOBP12b*′ in which case the protein sequence of the parental SiOBP12 and SiOBP12b′ should be highly similar. Alternatively, amino acid changes at functionally important residues may indicate neofunctionalization. Although both *SiOBP12B* and *SiOBP12b* have premature stop codons, their degeneration appears to be recent because both have high nucleotide and amino acid similarities to the ortholog *SgOBP12* and paralog *SiOBP12b*′. Thus, mutations in *SiOBP12b*′ can be inferred based on the patterns of substitutions in comparison among these sequences. We compared the four OBP12s to Gp‐9 (NCBI RefSeq Q8WP90) and the solved structure of the *B. mori* pheromone‐binding protein (NCBI RefSeq NP_001037494) and found 14 changes (8% of full‐length protein) in OBP12b′ relative to the presumptive ancestral sequence (Figure S9). Interestingly, six of these are located in alpha helix 5 including two at potentially important positions. The R117P change is potentially located in the binding pocket, and the R121H change is potentially at the pH‐sensitive conformation site. These amino acid differences may indicate that OBP12b’ has different ligand binding properties compared to OBP12B or OBP12b, rather than simply replacing the original function of OBP12.

Genes may also neofunctionalize in terms of gene expression. Prior studies have shown that many OBPs, including *Gp‐9* and *SiOBP12*, are expressed in nonantennal tissues (Morandin et al., 2016; Pracana et al., 2017; Zhang, Wanchoo, Ortiz‐Urquiza, Xia, & Keyhani, 2016). We tested whether *SiOBP12* (in an assay that cannot distinguish between paralogs) was also differentially expressed in the worker heads (without antennae), thoraces, and abdomens using qRT‐PCR assays. Similar to the well‐known *Gp‐9*, we found no expression differences between the three worker classes (Figure 2, all Tukey's HSD *p*‐values >0.05). Interestingly, the expression pattern of *SgOBP12* was similar to those of *SiOBP12B*—low expression in the antennae and at comparable levels relative to the internal reference genes in the heads, thoraces, and abdomens (Figure 2).

To determine whether the expression of *SiOBP12* in *SB/Sb* worker bodies is also primarily from *SiOBP12b*′ as in the worker antennae (which has 98% from *SiOBP12b*′ based on RNA‐Seq; Table S3), we inspected Sanger sequencing trace files of partial *SiOBP12* cDNA amplicons from the antennae, heads, and bodies (i.e., thorax–abdomen). We found a similar expression level of both *SiOBP12B* and *SiOBP12b*′ in the heads and bodies while, again, the antennae showed predominantly (or even pure) signal from *SiOBP12b*′ (Figure S10, all three bioreplicates in Dryad). Together, these results suggest that *SiOBP12b*′ may have acquired a new antennal regulatory element.

## 4 DISCUSSION

This study compared gene expression levels in the antennae of the fire ant workers of alternate social supergene genotypes and social forms in order to identify candidate genes that explain how *SB/SB* and *SB/Sb* workers differ in discriminating between *SB/SB* and *SB/Sb* queens. By targeting the most relevant sensory organ associated with this behavior, our study provided better sensitivity to detect tissue‐specific differences compared to similar studies which used the whole bodies of workers (Wang et al., 2008) and queens (Nipitwattanaphon, Wang, Dijkstra, & Keller, 2013). Other transcriptomics experiments have been conducted in fire ants in other contexts (Calkins et al., 2018; Chen, Shen, & Lee, 2006; Morandin et al., 2016; Nipitwattanaphon et al., 2014; Qiu et al., 2018). Our results and follow‐up experiments uncovered an interesting, differentially expressed OBP, *SiOB12b*′, whose expression patterns suggest that it may play a role in the differences between monogyne and polygyne colony forms in fire ants.

### 4.1 Antennal gene expression differences between the three worker classes are mainly from transposable elements, chemical metabolism, and perception genes

The antennae are the main sensory organ of insects, and thus, the genes expressed there have a large effect on what insects can detect and consequently how they behave (Athrey et al., 2017; Chen et al., 2017; McBride et al., 2014; Zhao et al., 2016). Our analysis identified 81 DEGs in the antennae across three worker classes (monogyne *SB/SB*, polygyne *SB/SB*, and polygyne *SB/Sb*). Globally, our results are consistent with previous studies of gene expression comparing different social supergene genotypes on whole bodies of queens, workers, and males, in that we also found an over‐representation of DEGs located in the supergene (Nipitwattanaphon et al., 2013; Wang et al., 2008, 2013). Despite supergene over‐representation, there was no overlap for the DEGs located within the supergene found by the antennal and worker whole‐body experiments. Thus, many other DEGs within the supergene likely remain to be found by supergene genotype comparisons of other tissues and developmental times. Another general pattern found in whole‐body worker gene expression profiles was that social environment had a stronger effect on gene expression than supergene genotype (Wang et al., 2008, 2013). However, we found that antennal expression was comparably affected by these two factors. A possible explanation for this difference is that by examining a specific organ (the antennae), we excluded many other organs which may be affected more by the social environment. For example, *Thelohania solenopsae* infection and gut symbiotic microbes tend to be found among polygyne colonies (Lee, Husseneder, & Hooper‐Bùi, 2008; Oi, Valles, & Pereira, 2004) while *Wolbachia* infections were higher in monogyne colonies (Shoemaker et al., 2003).

In fire ants, several TEs are presumably active based on their germline expression and many TEs have substantial expanded in the *Sb* haplotype (Lee & Wang, 2018; Stolle et al., 2019; Wang et al., 2013). Our study identified ten TEs that were differentially expressed based on genotype. This general expression pattern could be explained either by supergene allele‐specific gene regulation or by copy number variation of TEs between *SB* and *Sb* genomes. The general consensus is that most TE insertions are neutral or slightly deleterious; however, TEs that cause adaptive phenotypes have been described in many organisms, including insects (van't Hof et al. 2016; Jangam, Feschotte, Betrán, 2017; Li et al. 2018). Thus, it would be interesting to determine whether the differential expression of these TEs is just nonfunctional noise or adaptive gene regulation, especially for those associated with social form. Similarly, identifying the exact TE copy (or copies) that might contribute to the queen discrimination behavior would be an interesting avenue for future study.

Of the remaining DEGS, 13 encode plausible candidates that may explain how *SB/SB* and *SB/Sb* workers differ in discriminating between the *SB/SB* and *SB/Sb* queen chemical cues. The candidates include genes for both chemical metabolism (fatty acid synthase, cytochrome P450 enzymes, and esterase) and odorant perception (i.e., an OBP and an OR) (Table S2). Workers rely on the semiochemical cues displayed on the queen's cuticle to recognize a queen's genotype (Eliyahu et al., 2011; Keller & Ross, 1998; Trible & Ross, 2016). Therefore, the presence of DEGs that detect or metabolize chemicals was expected, due to their potential roles in a chemical sensing pathway, starting from chemical transport, continuing to receptor binding, and ending with chemical degradation. A genetic change at any step could affect insect behavior through a change in chemical sensitivity (transport and binding steps) or chemical modification (degradation), which in turn could affect receptor availability (Van den McBride et al., 2014; Montague, Mathew, & Carlson, 2011; Nakagawa, Sakurai, Nishioka, & Touhara, 2005; Ozaki et al., 2005; Pelletier et al., 2010; Berg & Ziegelberger, 1991). For example, OBPs (and CSPs) have roles in filtering and maximizing the signal through odorant solubilization (Leal, 2013; Van den Berg & Ziegelberger, 1991). Similarly, metabolism genes (e.g., esterases and cytochrome P450 enzymes) were found to degrade sex pheromones and volatile environmental chemicals possibly to reset receptor sensitivity in the antennae of moth and beetles, respectively (Cano‐Ramírez et al., 2013; Keeling et al., 2013; Vogt & Riddiford, 1981; Wojtasek & Leal, 1999). While it remains to be tested, we suggest that the chemical metabolism and odorant perception genes identified may function similarly to the examples above.

### 4.2 *SiOBP12b*': A candidate for queen discrimination?

Chemical binding is the very first step, in which the signal is filtered by an OBP (or CSP) before being transferred to an OR (Leal, 2013; Van den Berg & Ziegelberger, 1991). The OBP *Gp‐9* is a classic, although disputed, candidate that may have this function with regard to regulating social form differences (Gotzek & Ross, 2009; Gotzek, Shoemaker, & Ross, 2007; Keller & Ross, 1998; Krieger & Ross, 2002; Leal & Ishida, 2008). Our study showed that *Gp‐9* is not differentially expressed in the antennae or in different body parts between the three worker classes (Figure 3; see also Pracana et al., 2017). Previous studies showed that *Gp‐9* was highly expressed in polygyne queens compared to monogyne queens (Morandin et al., 2016; Pracana et al., 2017). Thus, differential expression of *Gp‐9* could possibly be important in queens but is unlikely in workers; functional differences in workers, if any, would have to be mediated by protein sequence differences.

Although any of the 13 differentially expressed chemical metabolism and odorant perception genes has the potential to mediate the queen discrimination behavior, we suggest that *SiOBP12b′* may be the strongest candidate among these to explain the sensitivity of *SB/Sb* workers to introduced queens (Keller & Ross, 1998; Ross & Keller, 2002; Trible & Ross, 2016). Our results indicated that *SiOBP12b′*, an *Sb‐*specific gene, arose as a duplicate after the lineage leading to *S. invicta* split from that of *S. geminata*. Therefore, this gene could plausibly be involved in the social organization polymorphism in *S. invicta* and possibly the other socially polymorphic South American fire ants (Krieger & Ross, 2005). Based on the distinct and high expression in the antennae of *SB/Sb* individuals, we speculate that *SiOBP12b′* may provide a simple mechanistic explanation for the queen discrimination behavior (Figure 4). In our model, during the evolution of the supergene in the fire ant, the *SB/Sb* queens gained an “*Sb*‐cue” (e.g., possibly unsaturated hydrocarbons^, ^polar biomolecules^, ^or Gp‐9 (Eliyahu et al., 2011; Trible & Ross, 2016)) while the *SB/Sb* workers gained an “*Sb*‐cue” detector: *SiOBP12b*′. Binding between the “*Sb*‐cue” and SiOBP12b′ would form a complex, which would subsequently activate an unknown OR to transfer the signal of “Acceptance.” The *SB/SB* queens without the “*Sb‐*cue” fail to activate this “Acceptance” signal. In a polygyne colony, *SB/SB* workers, which do not have *SiOBP12b*′, respond by either ignoring introduced queens or following the “decision” of *SB/Sb* workers (Gotzek & Ross, 2008; Keller & Ross, 1998). In a monogyne colony, *SB/SB* workers accept only the dominant queen, which is their own queen. Future functional genetic experiments will be needed to test this model.

**Figure 4:**
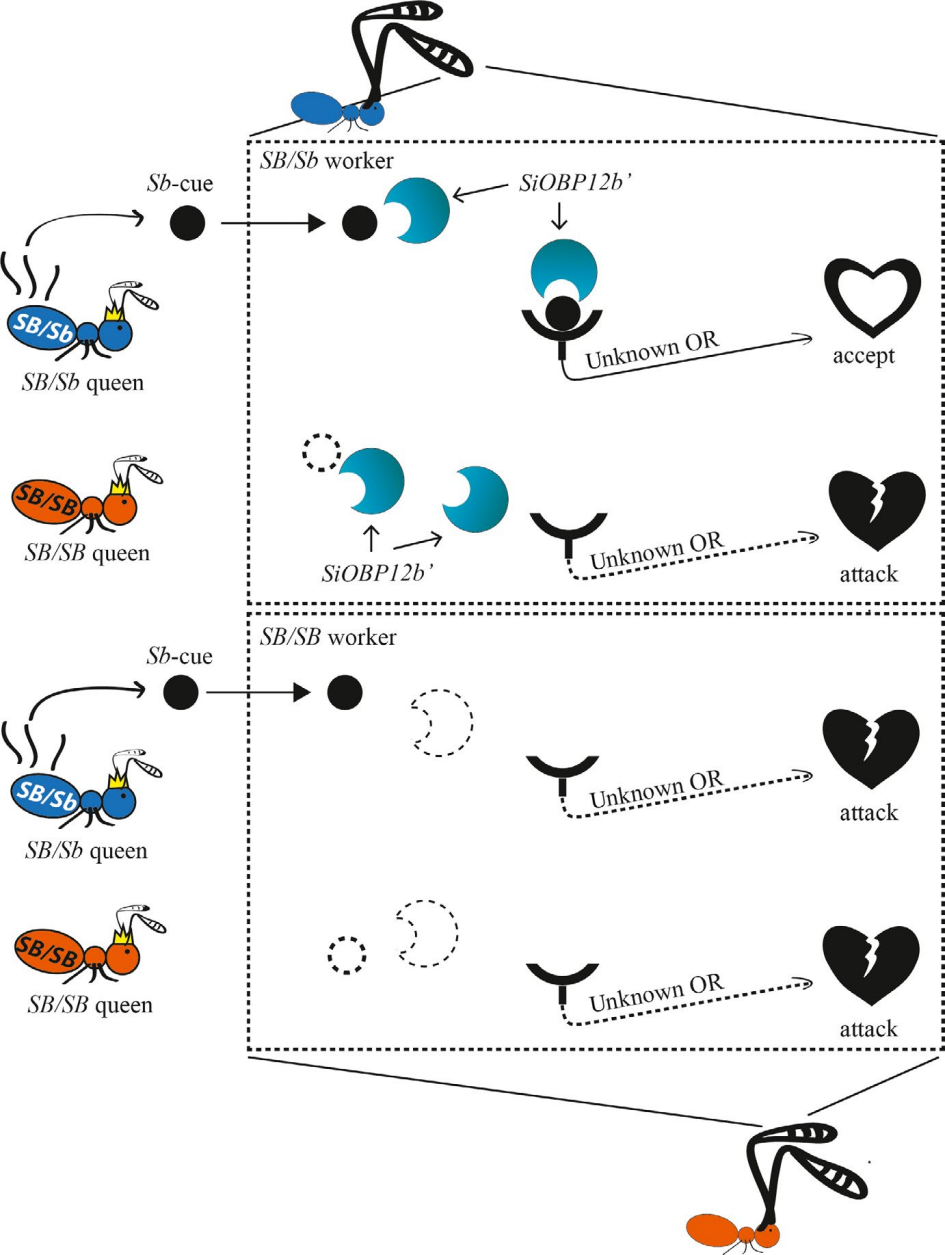
Model of how *SiOBP12b*′ functions in the queen discrimination behavior from the worker side. In this scenario, we propose that while *SB/Sb* queens gained an *Sb‐*specific queen chemical cue (black circle), *SB/Sb* workers evolved *Sb‐*specific *SiOBP12b*′ (blue half‐moon) which helps them to detect this cue. *SiOBP12b*′ in the *SB/Sb* worker antennae transfers the *Sb*‐specific queen chemical cue to an unknown odorant receptor (OR). The binding between the chemical cue–*OBP12b′* complex and OR signal acceptance (arrow pointing to the heart). In contrast, *SB/SB* queens who lack the *Sb*‐cue (dashed circle), cannot form the odorant‐binding complex, and, therefore, cannot transmit this signal (dashed arrow pointing to the broken heart). Similarly, the *SB/SB* workers, lacking *OBP12b′* (dashed half‐moon), cannot distinguish between *SB/SB* and *SB/Sb* queens

### 4.3 *SiOBP12b*′: Neofunctionalization, adaptation, or demography?

Our analysis also revealed that *SiOBP12b′* has gained a new antennal regulatory element. While expression in the head, thorax, and abdomen for *OBP12* occurs in both *S. geminata* and *S. invicta*, expression in the antenna occurs only in *S. invicta* workers, with *SiOBP12b*′ being the predominantly expressed paralog. A previous study indicated that *SiOBP12b*′ has experienced positive selection (Pracana et al., 2017). Examination of the protein sequence also revealed multiple amino acid site differences, including two affecting potential functional sites, which may affect OBP12b*′* ligand binding efficiency, regulation, and/or target identity. These changes may indicate neofunctionalization of a duplicated gene. Alternatively, this pattern might reflect a bottleneck in forming the invasive population coupled with adaptation. Further investigation of this gene in related species and functional confirmation of the amino acid changes between the ancestral OBP12 and SiOBP12b′ will help reveal the evolutionary history of these paralogs.

The contribution of neofunctionalized after gene duplication in the evolutionary divergence between non‐recombining supergene alleles is poorly understood. Supergenes and their evolution have many parallels with sex chromosomes (Graves, 2006; Liu, 2018). Neofunctionalization has been appreciated in the sex chromosome evolution literature. For example, many new sex chromosomes have evolved by the acquisition of a duplicate copy and subsequent neofunctionalization of the “trigger” genes in terrestrial vertebrates and fish (Matsuda et al., 2002; Smith et al., 2009). Additionally, several examples in both vertebrate and invertebrate sex chromosomes have demonstrated duplication and then neofunctionalization of genes for other processes on the Y (Ellegren & Parsch, 2007; Lahn, Pearson, & Jegalian, 2001; Liu, 2018). If confirmed, *SiOBP12b′* would represent one of the rare examples for nonsex chromosomes.

Does *SiOBP12b′* also have a function in the rest of the body? We found expression of *SiOBP12b′* in tissues outside of the antennae of the *SB/Sb* workers, and its expression in whole bodies of queens in other studies presumably also reflects at least some nonantennal gene expression (Morandin et al., 2016; Pracana et al., 2017). This adds to the growing list of OBPs and CSPs found to be expressed in nonantennal tissues (Calvello et al., 2003; Guo et al., 2011; Jacquin‐Joly, Vogt, François, & Nagnan‐Le, 2001; Ozaki, Morisaki, Idei, Ozaki, & Tokunaga, 1995). The potential functions of OBPs/CSPs in nonantennal body parts are still poorly understood, although there are some data. For example, OBPs have been found associated with leg regeneration in the American cockroach (Kitabayashi, Arai, Kubo, & Natori, 1998; Nomura, Kawasaki, Kubo, & Natori, 1992), visual pigment transportation in Lepidoptera (Zhu et al., 2016), and larval molting in *S. invicta* (Cheng, Lu, Zeng, Liang, & He, 2015). Our comparative expression results suggest that *SiOBP12b*′ has at least two functions: chemical perception in the antennae and an unknown, possibly ancestral, function in other tissues (e.g., replacement of the degenerated parental *SiOBP12*). Additionally, because *SiOBP12b*′ is only present in *SB/Sb* individuals, its nonantennal functional could also affect phenotypic differences between monogyne and polygyne colonies. The precise roles of this gene remain to be investigated.

## 5 CONCLUSIONS

In summary, we have profiled gene expression of the fire ant worker antennae and found that supergene genotype and social environment equally affected antennal gene expression. We identified 81 DEGs including 13 putative metabolism and odorant perception genes that may be involved in queen discrimination. Of these, we found that *SiOBP12b*′ is a particularly interesting candidate because it is an *Sb*‐specific paralog that has acquired high expression in the antennae. These genes, and especially *SiOBP12b*′, will be the subject of further behavioral genetic analyses.

## CONFLICT OF INTEREST

None declared.

## AUTHORS’ CONTRIBUTIONS

V.D.D. and J.W. conceived and designed the experiments. V.D.D. conducted experiments. All authors contributed to bioinformatic analyses. V.D.D. and J.W. wrote the manuscript. All authors gave final approval for publication.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

The GenBank accession for the raw and processed RNA sequence data is http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126684 and that for the *SiOBP12b′* cDNA sequence is MN193778. The accession numbers of the fire ant PacBio genomes are SAMN11869237 (*SB*) and SAMN11869238 (*Sb*). Additional auxiliary data are deposited in Dryad at https://doi.org/10.5061/dryad.qn4d68k.

# Supplementary material for: Has gene expression neofunctionalization in the fire ant antennae contributed to queen discrimination behavior?
**Source:** Ecol Evol. 2019 Oct 29;9(22):12754–66. doi: 10.1002/ece3.5748
**Supplement:** Supplementary file 1

## A Sample preparation for antennal RNA sequencing

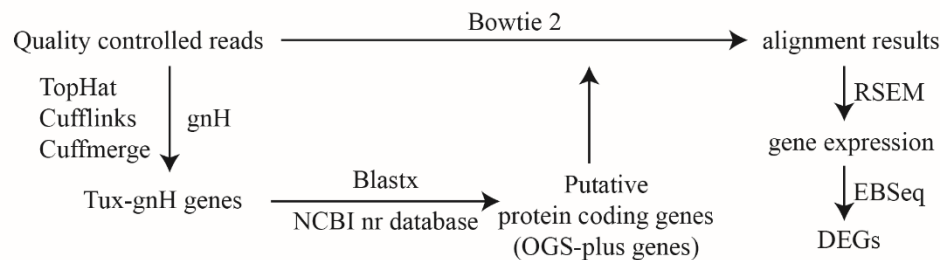

**Figure S1.** Preparation of different body parts for RNA extraction and RNA-seq analysis pathway. **(A-C)** To separate the different genotypes of *S. invicta*, a genotyping step is required. **(A)** To prepare antennal RNA, workers were genotyped individually using the body. In each bio-replicate, antennae of the same worker class were pooled to extract RNA. Ten bio-replicates of antennal RNA were used in RNA amplification and sequencing (x4, pool of > 39 antennal pairs) and qRT-PCR assays (x6, pool of 20 antennal pairs). **(B)** To prepare RNA of different body parts for qRT-PCR, we genotyped individually using the antennae. In each bio-replicate, we extracted RNA from pools of 15 heads (thoraces or abdomens) of the same worker class. **(C)** Preparation of RNA from different body parts for *SiOBPI2* sequence trace assays. Polygyne workers were genotyped individually using two random legs. We extracted RNA from the antennae, heads, and bodies (i.e., thorax-abdomen) of *SB/Sb* workers (20 individuals). Three bio-replicates were conducted in both experiments (B) and (C). The four body parts (antennae, heads, thoraces, and abdomens) of *S. geminata* were prepared together without a genotyping step. **(D)** Antennal RNA-seq analysis pathway. Quality controlled reads were first mapped onto the fire ant genome gnH following the Tuxedo pipeline to generate the Tux-gnH genes. We compared Tux-gnH genes with the NCBI non-redundant database using blastx and retained putative coding genes (OGS-plus genes). The quality controlled reads were mapped onto OGS-plus genes using Bowtie 2. Gene expression level was estimated based on this mapping using RSEM. Differentially expressed genes were tested by the EBSeq package.

**Figure S2**

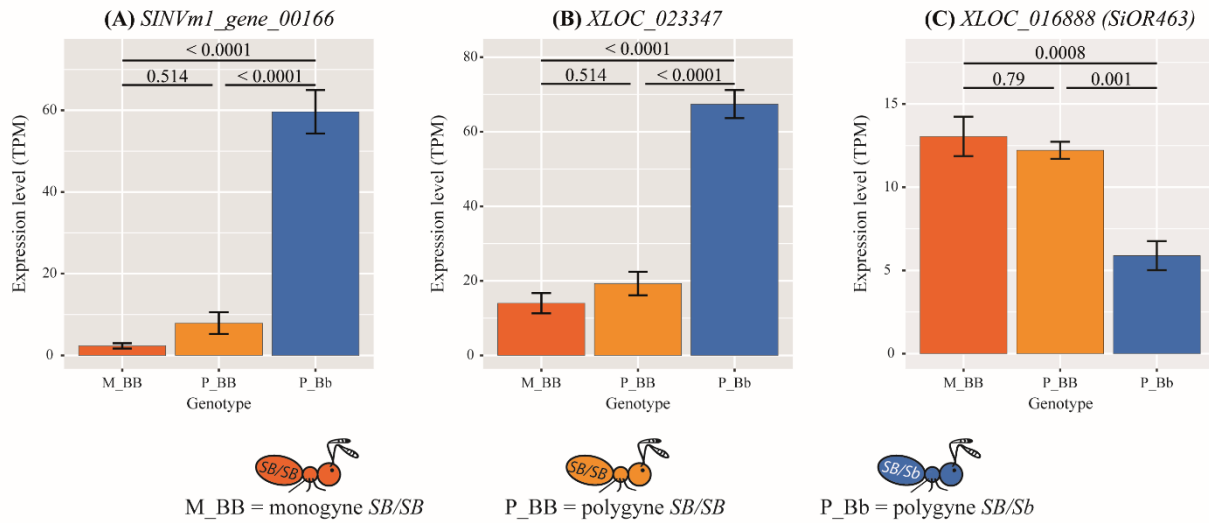

**Figure S2.** Expression of *SINVm1\_gene\_00166*, *XLOC\_023347*, and *XLOC\_016888* (*SiOR463*) in the worker antennae of three worker classes. Barplot values are TPM (Transcripts Per Million) as estimated by RSEM. *P*-values for each pairwise comparison were determined using the post-hoc Tukey HSD's test. **(A & B)** Two genes, *SINVm1\_gene\_00166* and *SINVm1\_gene\_023347*, were regulated primarily by genotype although statistical tests of differential expression by EBSeq suggested that these genes were expressed differently in all three pairwise comparisons of the three worker classes (probability of the pattern > 94%, posterior probability of being differentially expressed > 99%). This discordance may due to the small sample size of the study. **(C)** The expression level of *SiOR463* in *SB/Sb* individuals compared to *SB/SB* individuals is approximately half. Its differential gene expression may simply reflect gene dose as *SiOR463* has been deleted in the *Sb* genome.

**Figure S3**

**A**

Gene expression by qRT-PCR

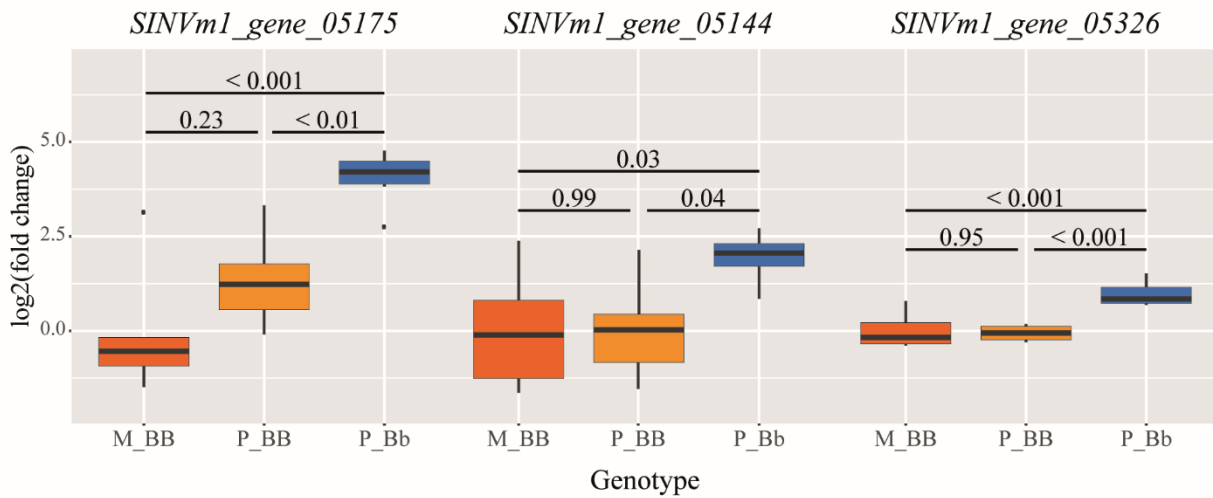

**B**

Gene expression by RNA-seq

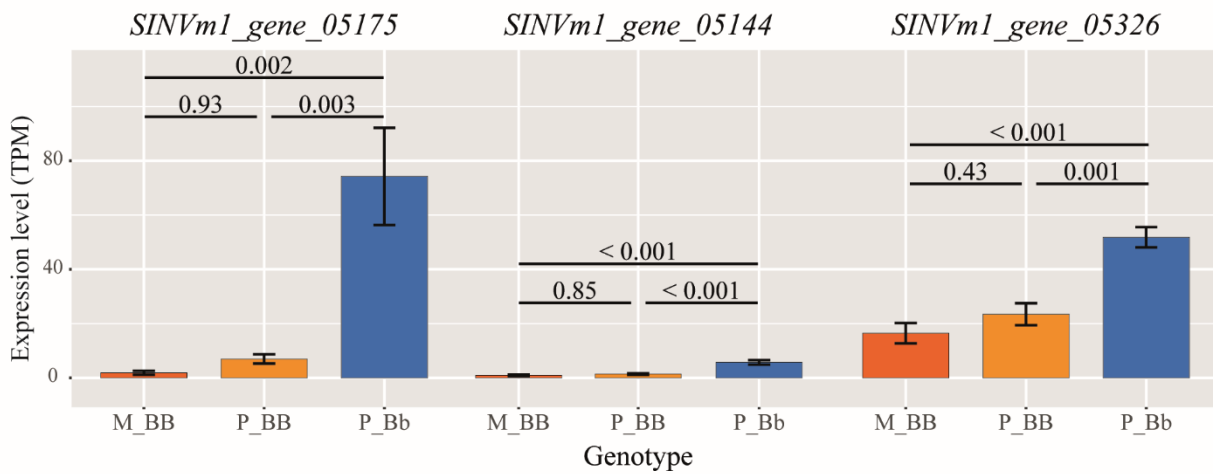

M\_BB = monogyne *SB/SB*      P\_BB = polygyne *SB/SB*      P\_Bb = polygyne *SB/Sb*

**Figure S3.** Gene expression validation by qRT-PCR in the worker antennae on three of the seven DEGs located in the supergene for the three worker classes: monogyne *SB/SB*, polygyne *SB/SB* and polygyne *SB/Sb*. The putative functions of *SINVm1\_gene\_05175* and *SINVm1\_gene\_05326* are nadh dehydrogenase and coiled-coil domain containing protein, respectively. The function of gene *SINVm1\_gene\_05144* is unknown. Four bio-replicates were conducted with each containing 24 to 52 pairs of antennae. Consistent with RNA-seq analysis,

qRT-PCR showed that all three genes were up-regulated in *SB/Sb* individuals compared to the other two worker classes. **(A)** Relative gene expression levels by qRT-PCR shown as  $\Delta\Delta C_t$  ( $\log_2$  fold change), *P*-values are from post-hoc Tukey's tests. **(B)** Gene expression values from RNA-seq in TPM (Transcripts Per Million) as estimated by RSEM. 

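For the 3 genes of Figure S3, pairwise differences were also tested in edgeR's quasi-likelihood model with Benjamini-Hochberg adjustment. SINVm1_gene_05175 was higher in P_Bb than in P_BB by 3.47 on the log2 scale (adjusted p = 0.0265). It had at most 2 counts in any M_BB library, so P_Bb was at least 10.3-fold higher than M_BB against the limit of 3 counts. SINVm1_gene_05144 was higher in P_Bb than in M_BB by 2.41 (adjusted p = 0.0132 in the edgeR test) and than in P_BB by 1.99 (adjusted p = 0.0511 in the edgeR test). For SINVm1_gene_05326, with 51.8 ± 7.38 TPM (SD, n = 4) in P_Bb, 23.5 ± 8.13 TPM (SD, n = 4) in P_BB and 16.5 ± 7.48 TPM (SD, n = 4) in M_BB, neither pairwise comparison with P_Bb passed, although all 4 P_Bb libraries lay above the others.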

Testing by EBSseq showed these genes were highly expressed in P\_Bb compared to both M\_BB and P\_BB (probability of the pattern > 90%, posterior probability of being differentially expressed > 99%). Pairwise comparisons used the post-hoc Tukey's test.

**Figure S4**

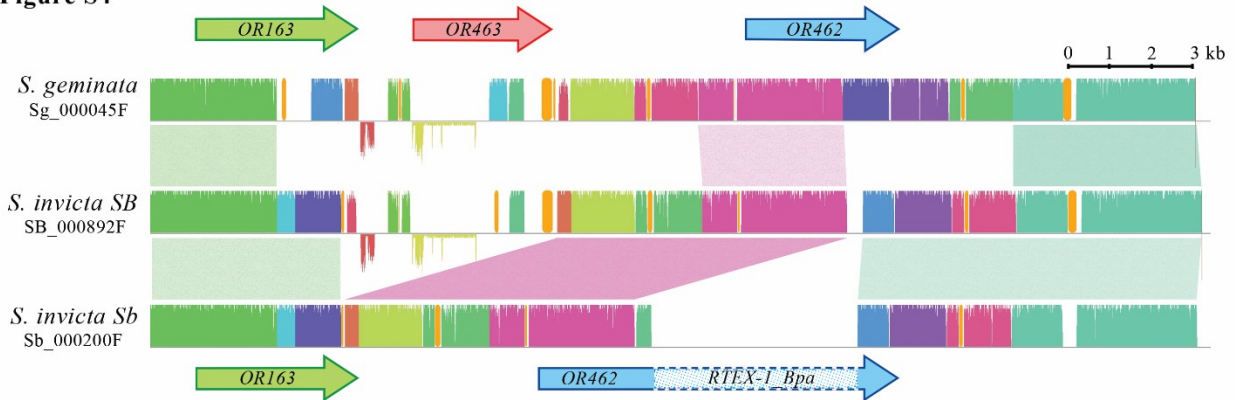

**Figure S4.** Mauve alignment of the OR cluster (*OR163*, *OR463*, and *OR462*) in the genomes of *S. geminata* as well as *S. invicta SB* and *Sb*. Both *OR163* (green arrow) and *OR462* (blue arrow) are found in the three genomes while *OR463* (red arrow) is absent in the *Sb* genome, indicating that the region was deleted probably after the formation of the supergene. *SiOR462b* has a ~5 kb insertion in the sixth exon, which is a putative RTEX-1\_Bpa retrotransposon (see also figure S7). Blocks with the same color in each genome indicate corresponding regions among the genomes. The height of each column in the blocks indicates percent similarity among the genomes. Ribbons show the location of blocks in different genomes. Blocks above or below the black lines indicate inverted regions compared to *S. invicta Sb*. Gaps between colored blocks indicate insertions/deletions or divergence.

**Figures S5-S7.** IGV plots of low coverage genomic sequence reads from seven pairs of males (*SB* and *Sb* brothers) mapped onto the OR cluster region containing *SiOR163*, *SiOR463*, and *SiOR462*. The three ORs depicted are *SiOR163* (green arrow), *SiOR463* (red arrow) and *SiOR462* (blue arrow). Each panel (row) is the mapping results of one male genome with the read coverage of each base (upper track) and the read alignment (lower track) information. The coverage and SNPs are shown by the height and the colors of bars in the coverage track, respectively. In the alignment track, reads are colored by insertion size and pair orientation where red reads indicate deletion and blue reads indicate inverted duplication. Because the whole genome was aligned onto only one PacBio genome contig, repetitive sequences have higher coverage and therefore show SNPs compared to the adjacent regions.

**Figure S5** Mapping of low coverage sequence reads from seven *Sb* males onto BigB\_t4p\_contig892F

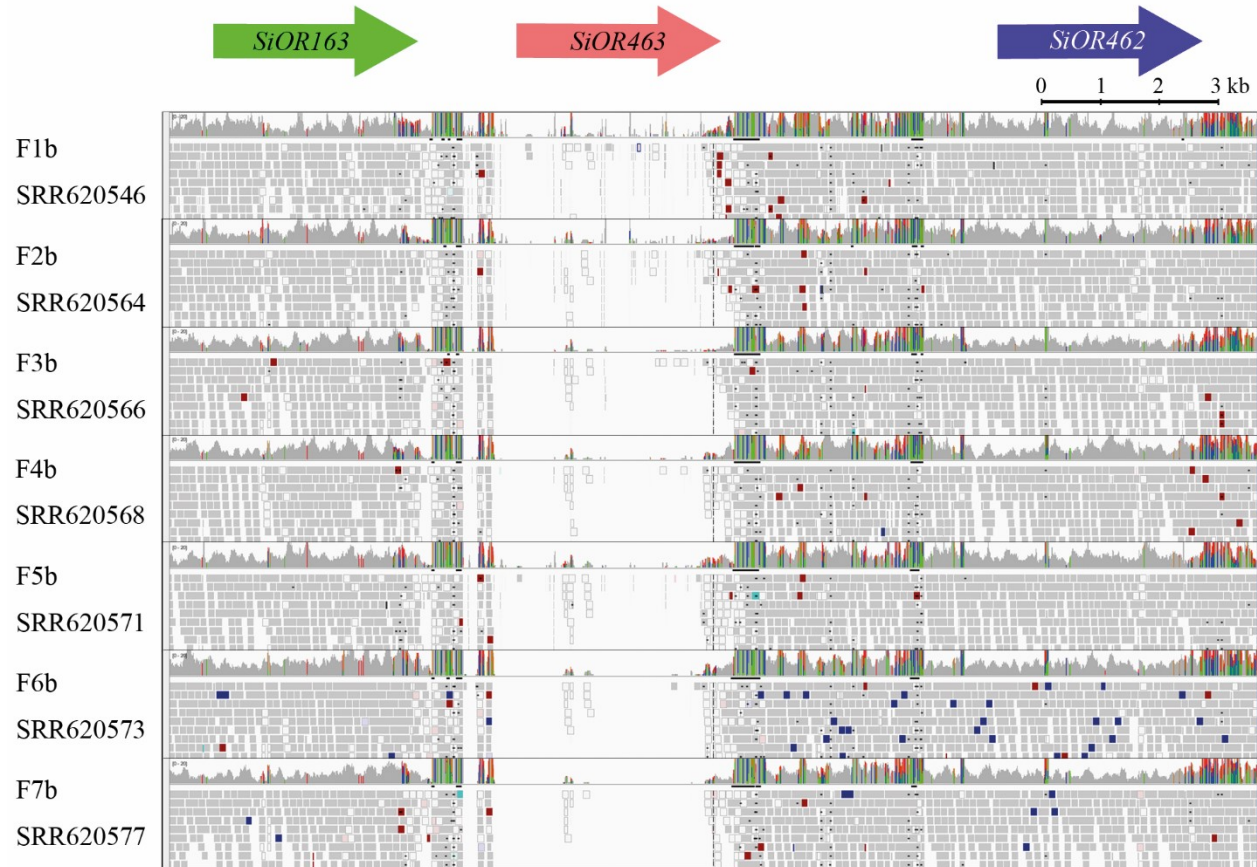

**Figure S5.** Mapping of low coverage sequence reads from seven *Sb* males onto the *SB* PacBio assembly contig 892F. The few discrete reads mapping to the *SiOR463* locus are likely repeat sequences.

**Figure S6** Mapping of low coverage sequence reads from seven *SB* males onto BigB\_t4p\_contig892F

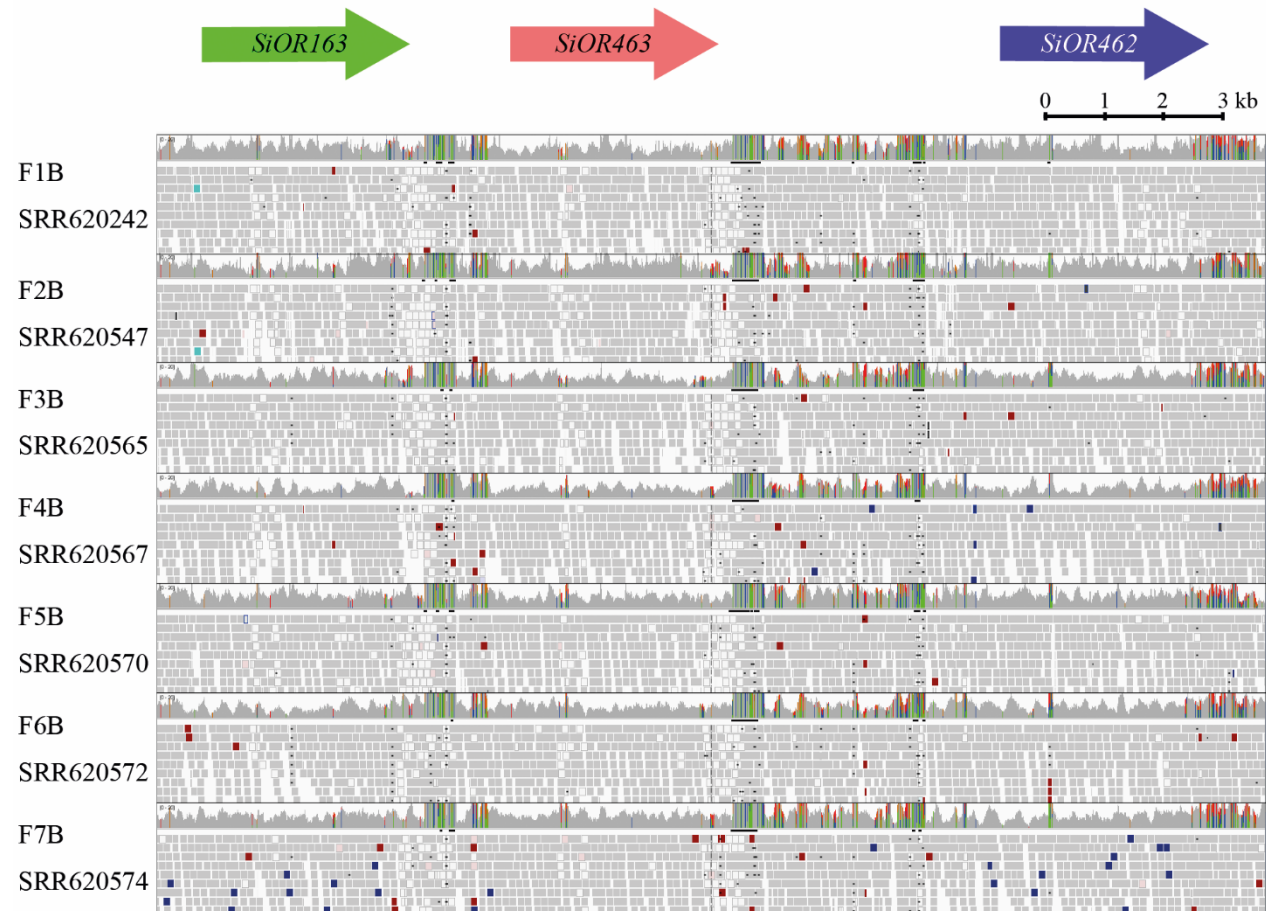

**Figure S6.** Mapping of low coverage sequence reads from seven *SB* males onto the *SB* PacBio assembly contig 892F.

**Figure S7** Mapping of low coverage sequence reads from seven *Sb* males onto littleb\_t2p\_contig200F

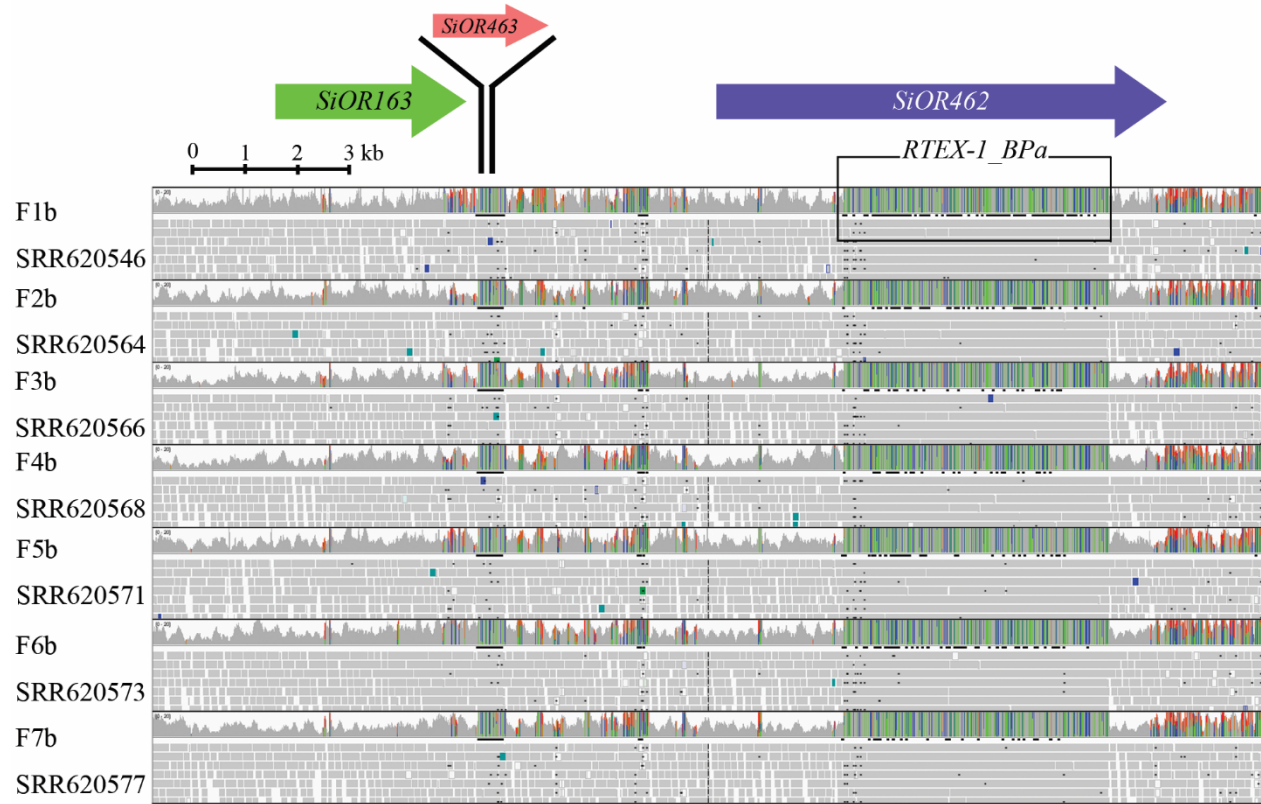

**Figure S7.** Mapping of low coverage sequence reads from seven *Sb* males onto the *Sb* PacBio assembly contig 200F. *SiOR462* has a ~5 kb insertion in the sixth exon, corresponding to a *RTEX-1\_BPa* retrotransposon (boxed, similarity > 99%). The insertion is predicted to produce a gene-retrotransposon chimera, associated with a frame shift and a premature termination codon. The deleted *SiOR463* is indicated with the red arrow and the funnel (not to scale).

**Figure S8**

**Step 1: Determined scaffold and contigs on the gnH and SB PacBio genome assemblies that corresponded to the *Sb* contig containing OBP12b'**

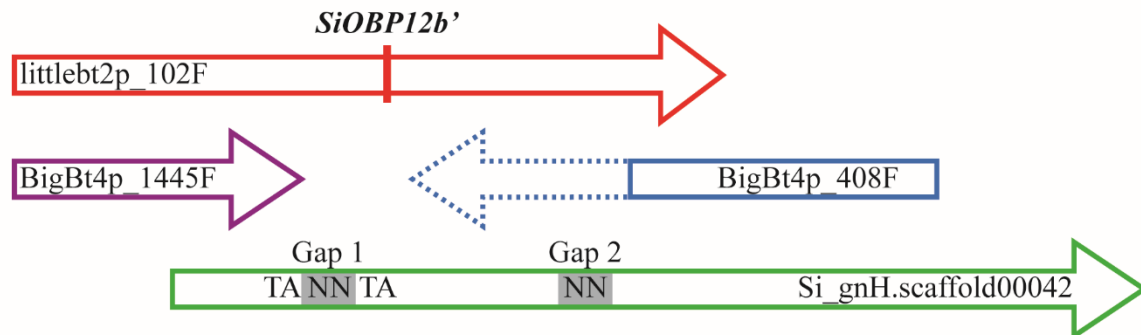

**Step 2: Clipped off one end of BigBt4p\_408F due to an assembly error**

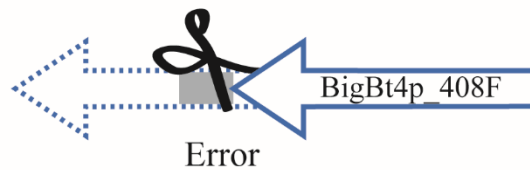

**Step 3: Mapped SB PacBio genome raw reads onto Si\_gnH.scaffold00042  
Identified PacBio reads that cross Gap1 and Gap2**

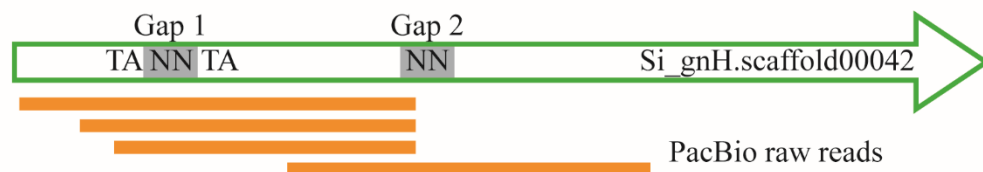

**Step 4: Corrected sequence using Si\_gnH.scaffold00042 and Si\_gnH.contig28264**

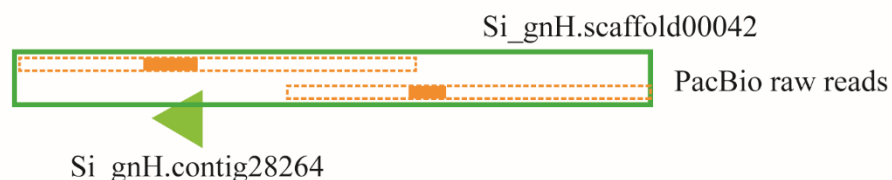

**Step 5: Scaffolded BigBt4p\_1445F and BigBt4p\_408F using corrected Si\_gnH.scaffold00042**

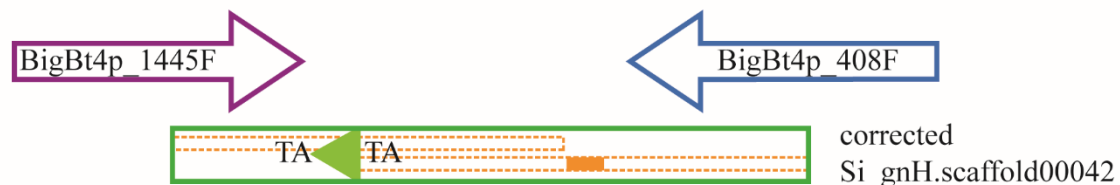

**Step 6: Merged and truncated sequence to 100 kb**

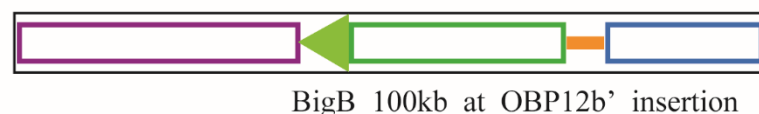

**Figure S8.** Schematic of the manual assembly process for the BigB\_100kb\_at\_OBP12b'\_insertion sequence. **Step 1:** *SiOBP12b'* (vertical red bar) is located on contig 102F (littlebt2p\_102F, red arrow) in the Sb PacBio genome assembly version t2p. To determine the location of this region in the *SB* genome, we aligned littlebt2p\_102F onto both the *SB* PacBio genome version t4p (BigBt4p) and Si\_gnH assemblies. The *SiOBP12b'* region is located in a gap between contigs 1445F (BigBt4p\_1445F, purple arrow) and 408F (BigBt4p\_408F, blue arrow) of the BigBt4p genome; however, it is covered by scaffold00042 in the Si\_gnH genome (Si\_gnH.scaffold00042, green arrow), which itself has two gaps: Gap 1 and Gap 2 (grey blocks with NN). Gap 1 is surrounded by TA microsatellite repeats (TA), while Gap 2 seems to be a unique sequence. **Step 2:** We noticed that the 3'-end of the BigBt4p\_408F contig does not match Si\_gnH.scaffold00042 (dashed blue BigBt4p\_408F). Detailed investigation into the region revealed an assembly error at a repeat (grey block), therefore we clipped off the 3'-end of BigBt4p\_408F at the error site. **Step 3:** To determine the sequence of Gap 1 and Gap 2, we mapped the raw reads from *SB* PacBio whole genome sequencing onto Si\_gnH.scaffold00042, and found four reads that cross Gap 1 (three reads) and Gap 2 (one read) (orange lines, read IDs in table S6). **Step 4:** Since the error rate of PacBio sequence is about 15% (Korlach 2015; Rhoads and Au 2015), we kept the sequence of Si\_gnH.scaffold00042 and only filled the gaps with the PacBio read sequences (orange blocks: used sequences; dashed orange blocks: discarded sequences). We examined if the PacBio reads corresponded to any Si\_gnH scaffolds. We found that contig28264 (Si\_gnH.contig28264, green arrow) corresponded to Gap 1, and thus we filled Gap 1 with Si\_gnH.contig28264. **Step 5:** We subsequently scaffolded BigBt4p\_1445F and BigB\_408F using the post-PacBio gap-filled Si\_gnH.scaffold00042. **Step 6:** We truncated the sequence to a 100 kb contig, named BigB\_100kb\_at\_OBP12b'\_insertion. This contig contains the full length of BigBt4p\_1445F (purple box), Si\_gnH.contig28264 (green triangle), part of Si\_gnH.scaffold00042 (green box), part of PacBio raw read (orange line) and part of BigBt4p\_408F (blue box). The direction of the arrows and triangle show the direction from the 5'- end to 3'- end of the indicated sequences. Sketch is not to scale.

Figure S9

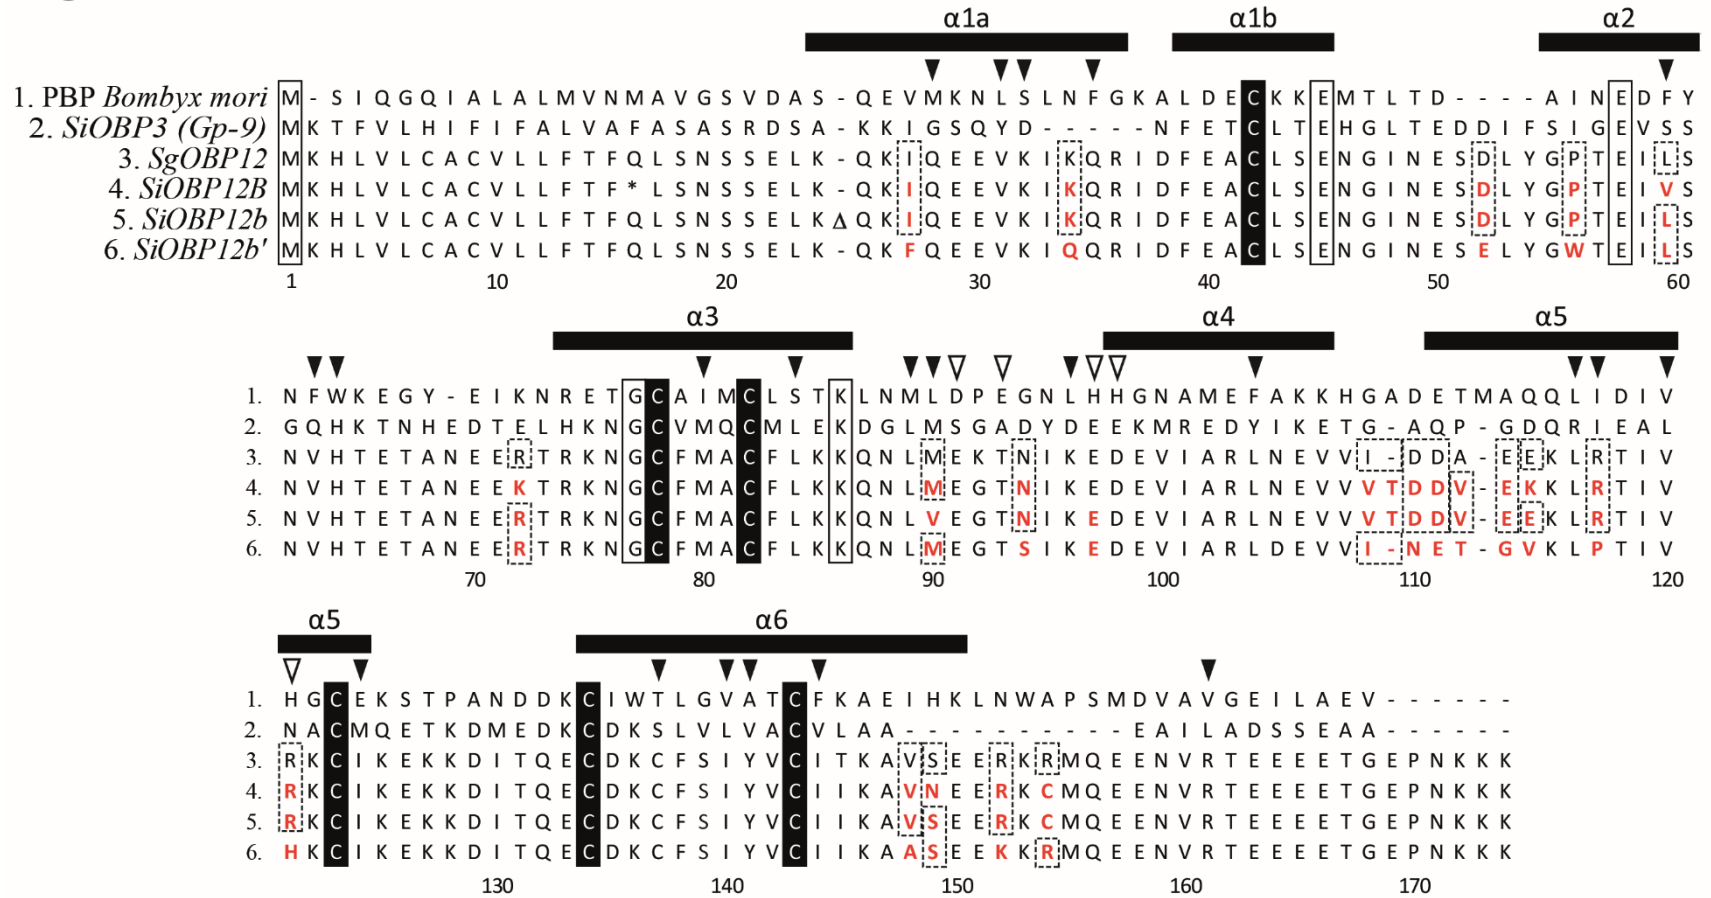

▼ Residues involved in the bombykol binding pocket

▽ Residues involved in a putative pH-sensitive conformation change

**X** Residues varying within the *SiOBP12* (bold red)

□ Conserved residues among *SiOBP12* and *SgOBP12*

**C** Six signature OBP cysteines

□ Conserved codons among all six sequences

\* Q16X mutation site

Δ 17-nucleotide insertion region

**Figure S9.** Multiple sequence alignment of OBP12 proteins in *S. invicta* and *S. geminata*, SiGp-9, and the *Bombyx mori* Pheromone Binding Protein (PBP). Residues putatively involved in the binding site and pH-sensitive conformation change in the protein structure, based on the *B. mori* PBP, are indicated by black and empty arrow heads, respectively. Fourteen amino acid changes are specific to SiOBP12b', however, only R117P and R121H (coordinates relative to the 1<sup>st</sup> codon of SiOBP12b') are predicted to have a potential functional affect. Protein sequence: *B. mori* PBP (NP\_001037494), SiGp-9 (Q8WP90), SiOBP12B (gnH, Wurm et al. 2011), SiOBP12b (*Sb* genome, Wang et al. 2013), SiOBP12b' (RACE assays in this study, NCBI RefSeq MN193778), and SgemOBP12 (*S. geminata* genome, Dryad). Amino acid variation among SiOBP12 (B, b, b') protein sequences are in bold red. Conserved amino acids among all six sequences are in solid boxes, with the six signature OBP cysteines also highlighted with black background. The conserved amino acids among SiOBP12 (B, b, and b') and SgOBP12 are in dashed boxes.

## Figure S10

### A Reference: plasmid *SB:Sb* = 1:1

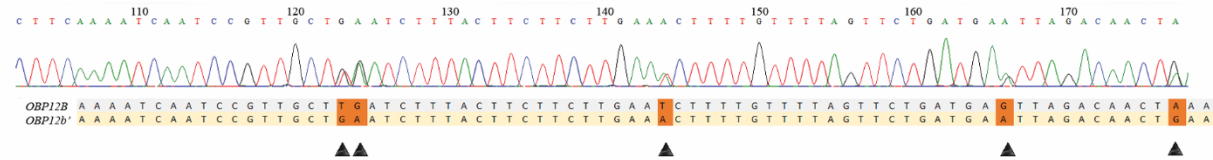

### B *SB/Sb\_worker\_antennae*

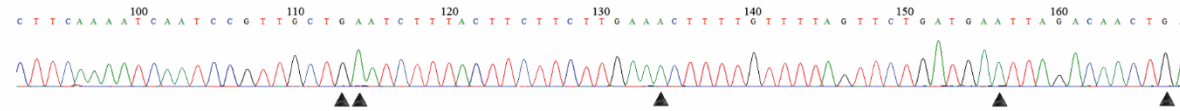

### C *SB/Sb\_worker\_heads*

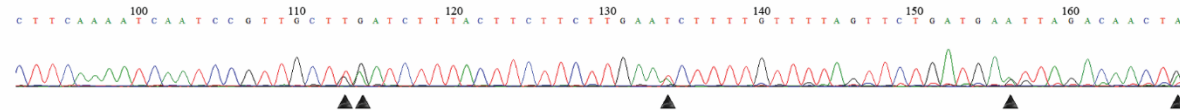

### D *SB/Sb\_worker\_bodies*

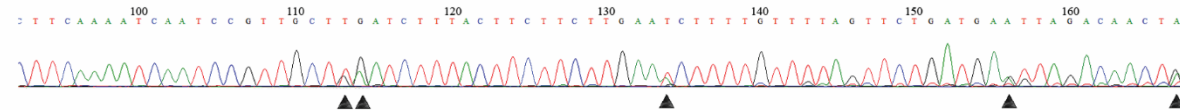

**Figure S10.** Example of the sequence traces showing the expression of *SiOBP12* in the worker antennae, heads, and bodies. Common fragments of *SiOBP12B* and *SiOBP12b'* were amplified using shared PCR primers. A pure sequence signal indicates the expression of one of the two genes while a mixed signal with similar peak heights indicates a similar expression level. *SiOBP12B* and *SiOBP12b'* specific SNP sites can be seen (black arrow heads). This assay showed that worker antennae expressed predominantly *SiOBP12b'* while worker heads and bodies expressed both *SiOBP12B* and *SiOBP12b'* at similar levels. (A) A mixture of *SiOBP12B* and *SiOBP12b'* cDNA plasmids at a 1:1 ratio was used as an artificial control. The trace is to show that a mixed signal of *SiOBP12B* and *SiOBP12b'* can be seen if they were expressed at a similar level. (B) *SiOBP12* sequence trace assay

on the worker antennal RNAs showed a pure signal of *SiOBP12b'*. (C & D) *SiOBP12* sequence trace assay on the worker head and body RNA showed mixed signals of *SiOBP12B* and *SiOBP12b'*, similar to the control. We extracted RNA from antennae, heads, and bodies of the same pool of *SB/Sb* individuals from the same polygyne colony. Three bio-replicates (colonies) were conducted (for all the sequencing results, see Dryad).

# Supplementary material for: Has gene expression neofunctionalization in the fire ant antennae contributed to queen discrimination behavior?
**Source:** Ecol Evol. 2019 Oct 29;9(22):12754–66. doi: 10.1002/ece3.5748
**Supplement:** Supplementary file 2

**Table S1. Antennal RNA-seq library summary**

Each library is a pool of 39.5 to 53 pairs of antennae of the same *Gp-9* genotype and from the same colony

<sup>a</sup>Number of read pairs produced by Illumina sequencing using the HiSeq platform

<sup>b</sup>Number of read pairs after quality control by Cutadapt (-q 10 -m 30)

<sup>c</sup>Number of read pairs mapped onto the OGS-plus reference by Bowtie2

<sup>d</sup>Percentage of duplicate reads as assessed by mapping onto Si\_gnH and samtools markdup

**Table S2. Predicted functions, expression pattern, and locations of 81 differentially expressed genes in the antennae of three worker classes: monogyne *SB/SB*, polygyne *SB/SB*, and polygyne *SB/Sb***

We first mapped QC-passed reads onto the fire ant genome *Si\_gnH* following the Tuxedo pipeline to generate the Tux-gene set. Of these, we selected the putative coding genes by comparing the expressed genes to the database NCBI nr. We subsequently analyzed DEGs by mapping QC-passed reads on the putative coding genes, that were expressed in the antennae, by Bowtie 2. We estimated gene expression level with RSEM and tested difference expression with EBSseq package in R

<sup>a</sup>The genes in this table (top to bottom) correspond to the those in the figure 1 (top to bottom). Genes with SINV prefix were annotated in the official gene set. Genes with XLOC prefix were generated by the Tuxedo pipeline

<sup>b</sup>The predicted functions of the genes with "SINV" prefixes have remained as annotated in the OGS. The predicted functions of the genes with "XLOC" prefixes were obtained by comparing transcript sequences against UniRef50 using blastx with an evalue threshold of e-20. Transposable elements were identified by comparing transcript sequences to the Repeat Masker database (Rebase, last accessed in May 2019) with the following criteria: similarity > 90% and transcript length coverage ≥ 50%. "Uncharacterized protein" was assigned to the genes of unknown predicted function from the above comparisons.

<sup>c</sup>From UniProt database

<sup>d</sup>The comparison having differential of the three pair-wise comparisons; M\_BB = monogyne *SB/SB*, P\_BB = polygyne *SB/SB*, P\_Bb = polygyne *SB/Sb*, all different = differentially expressed in all three comparisons

<sup>e</sup>Differentially expressed genes were defined based on posterior probabilities of differential expression (PPDE) ≥ 0.95 in EBSseq

<sup>f</sup>Chromosome location of the genes based on the genome F genetic map (Wurm et al. (2011), Wang et al. (2013)). Linkage group 16 (LG16) is the social chromosome. "NA" indicates un-mapped scaffold. The genes located within the supergene boundaries indicated with "supergene" following Pracana et al. (2017) and Huang et al. (2018)

(\*)Best hit was *Histone-lysine N-methyltransferase SETMAR-like*, which in insects are usually simply a *Mariner* transposon, but manual inspection revealed that it has low similarity to both the predicted gene and the *Mariner* transposon.

(\*\*) *Integrase core domain protein* is characterized as chemical process in UniProt. It is widely found in viruses and transposons, thus, we classified it as transposable element (Rice et al. 1996; Malik and Eickbush 1999)

(\*\*\*) Test with Tukey HSD showed that these genes were expressed more in P\_Bb compared to both M\_BB and P\_BB

Huang Y, Dang VD, Chang N, Wang J. 2018. Multiple large inversions and breakpoint rewiring of gene expression in the evolution of the fire ant social supergene. *Proc. R. Soc. B* 285(1878):20180221

Malik HS, Eickbush TH. 1999. Modular evolution of the integrase domain in the Ty3/Gypsy class of LTR retrotransposons. *J. Virol.* 73(6):5186–5190.

Pracana R., Priyam A, Levantis I, Nichols RA, Wurm Y. 2017. The fire ant social chromosome supergene variant *Sb* shows low diversity but high divergence from *SB*. *Mol. Ecol.* 26(11):2864–2879

Rice P, Craigie R, Davies DR. 1996. Retroviral integrases and their cousins. *Curr. Opin. Struct. Biol.* 6(1):76–83.

Wang J, Wurm Y, Nipitwattanaphon M, Riba-Grognuz O, Huang Y-C, Shoemaker D, Keller L. 2013. A Y-like social chromosome causes alternative colony organization in fire ants. *Nature* 493 (7434) : 664–668

Wurm Y, Wang J, Riba-Grognuz O, Corona M, Nygaard S, Hunt BG, Ingram KK, Falquet L, Nipitwattanaphon M, Gotzek D, et al. 2011. The genome of the fire ant *Solenopsis invicta*. *Proc. Natl. Acad. Sci.* 108(14):5679–5684

Table S3. *OBP12* locus allele-specific expression is prominently from the *SiOBP12b'*

Data called by GATK based on mapping a pool of four polygyne SB/Sb antennal RNA-seq libraries to the gnH genome assembly. *SiOBP12* is located on scaffold Si\_gnH.scaffold00042. Only the SNP/indel sites in the exons are considered.

<sup>a</sup>Phred-scaled probability (reference/alternative) that a polymorphism exists, based on the sequencing data  
<sup>b</sup>Number of reads supporting the reference (*SiOBP12B* , B\_num) or alternate (*SiOBP12b'* , b'\_num) alleles  
\*Poor mapping caused by the region having high SNP and indel density between the *SiOBP12* and *SiOBP12b'* (not included in the total)  
\*\*Binomial exact test

**Table S4. *SiOBP12* copy number variation analysis**

<sup>a</sup>Family data are from Wang et al. 2013, except *SB* of family 8 which is from Wurm et al. 2011

<sup>b</sup>500 bp sliding windows with an overlap of 250 bp; the length of *SiOBP12B* cDNA (HQ853360) is 522 bases

<sup>c</sup>log2 ratio of reads mapped onto *Sb* and *SB* genome, normalized by library size

<sup>d</sup>Average of log2 ratio of mapped read for each window (window\_log2) and for whole gene (gene\_log2)

1.01 gene\_log2<sup>d</sup>

Wang et al. 2013. A Y-like social chromosome causes alternative colony organization in fire ants. *Nature* 493(7434):664–668.

Wurm et al. 2011. The genome of the fire ant *Solenopsis invicta*. *Proc. Natl. Acad. Sci.* 108(14):5679–5684.

**Table S5. Number of reads of associated with *SiOBP12B* , *SiOBP12b* , and *SiOBP12b'* in the 454 RNA sequencing data**

<sup>a</sup>Total reads aligning to the first 80 nucleotides of *SiOBP12B* (HQ853360) starting from the 1<sup>st</sup> coding nucleotide

<sup>b</sup>Reads containing a T nucleotide at the 46<sup>th</sup> site (*SiOBP12B* allele)

<sup>c</sup>Reads containing a C nucleotide at the 46<sup>th</sup> site (*SiOBP12b'*)

<sup>d</sup>Reads containing a 17-nucleotide insertion at the 74<sup>th</sup> site (*SiOBP12b* allele)

**Table S6. List of primers used in this study**

<sup>a</sup>This study unless otherwise noted

(\*)Detect *SiOBP12B* , *SiOBP12b* , and *SiOBP12b'*

<sup>1</sup>Cheng D, Zhang Z, He X, Liang G. 2013. Validation of reference genes in *Solenopsis invicta* in different developmental stages, castes and tissues. *PLoS ONE* 8(2): e57718. doi:10.1371/journal.pone.0057718

<sup>2</sup>SMART RACE cDNA Amplification Kit (634914, Clontech)

<sup>3</sup>5' RACE System V2.0 kit (18374-058, Invitrogen)

**Table S7. IDs of the four *SB* PacBio raw reads that cross Gap1 and Gap2 on scaffold Si.gnH\_scaffold00042**

The *SiOBP12b'* region corresponds to a region in Si.gnH\_scaffold00042 with two gaps, Gap 1 and Gap 2. Examination of the *SB* raw PacBio sequencing reads revealed four reads that crossed the two gaps.

# Supplementary material for: Has gene expression neofunctionalization in the fire ant antennae contributed to queen discrimination behavior?
**Source:** Ecol Evol. 2019 Oct 29;9(22):12754–66. doi: 10.1002/ece3.5748
**Supplement:** Supplementary file 3

**Supplementary materials**

**Has gene expression neofunctionalization in the fire ant antennae contributed to queen discrimination behavior?**

**Viet-Dai DANG<sup>\*,†,‡,§</sup>, Amir B. COHANIM<sup>\*\*</sup>, Silvia FONTANA<sup>\*,†,‡</sup>, Eyal PRIVMAN<sup>\*\*</sup>,  
John WANG<sup>\*</sup>**

Academia Sinica

## MATERIALS AND METHODS

### Ant colony collection, maintenance and genotyping

Red imported fire ant, *S. invicta*, colonies were collected in Taoyuan County, Taiwan. Ant colonies were initially assessed as monogyne or polygyne based on the shape of the ant mound, worker size, and the distance between mounds in the field. Subsequently the social form of each colony was confirmed by the number of queens in a colony and *Gp-9* genotyping using PCR/RFLP on pooled DNA from at least ten workers (Krieger and Ross 2002). We maintained the colonies under standard conditions (Jouvenaz et al. 1977). Ants were sampled at least two to three months after collection from the field.

Two monogyne colonies of tropical fire ant, *S. geminata*, were collected in Taichung City, Taiwan. After collection, we maintained them in the lab in the same conditions as *S. invicta*, except with the addition of seeds used as bird food.

### Sample and tissue collection

#### *S. invicta*:

Because the queen discrimination behavior could happen at the nest entrance, we assumed that new queens would first encounter foraging workers before entering the nest (Gotzek and Ross 2008). Therefore, we used a droplet of honey to attract foragers and sampled medium-sized individuals (ca. 1.5 mm in length). We sampled 13 bio-replicates (figure S1A-B); a bio-replicate is composed of one pair of a monogyne and a polygyne colony. These colonies were collected from the field on the same day and sampled two to three months later, also on the same day. Each bio-replicate consisted of three groups of sampled workers: monogyne *SB/SB* (M\_BB), polygyne *SB/SB* (P\_BB), and polygyne *SB/Sb* (P\_Bb). We used four bio-replicates for RNA sequencing,

with each sample containing 36 to 55 antennae pairs. The remaining nine were used for qRT-PCR experiments: preliminary tests, RNA-seq candidate gene validation, and OBP expression localization in different body parts. Each qRT-PCR experiment consisted of three bio-replicates. Samples for the qRT-PCR experiments were derived from 20 to 24 antennae pairs or 15 units of a body part (heads, thoraces, or abdomens). To prepare samples for sequence trace analysis of *SiOBP12* on different worker body parts, we sampled 10 to 11 *SB/Sb* workers from three additional polygyne colonies (figure S1C).

To obtain many antennae of the same genotype and social form for pooling, we first determined the *Gp-9* genotype of every individual (figure S1A). To do so, workers were decapitated one-by-one on a pre-chilled -20°C metal block sitting on ice. Worker heads were placed individually in 5 µl cold RNAlater ICE (AM7023, ThermoFisher) in a numbered 0.2 ml PCR-tube and temporarily stored in liquid nitrogen. Worker bodies were put in 2 ml tubes containing 50 µl QuickExtract solution (QE09050, Epicenter) and processed for *Gp-9* genotyping. The processing of each individual, from sampling to head storage in liquid nitrogen was less than a minute. We sampled 96 individuals per polygyne and 50 individuals per monogyne colony each time. The head samples were stored in a -80°C freezer for subsequent antennae dissection. We sampled polygyne workers until we obtained at least 45 individuals of each genotype. We dissected the antennae of workers of the same genotype on a metal block sitting on ice, under a dissecting microscope (Leica, 20X magnification). We used a clean sheet of Kimwipe tissue to blot away any remaining RNAlater ICE on the samples before placing them into 200 µl cold TRIzol (15596018, Invitrogen). To minimize RNA degradation, we dissected the antennae of at most five heads at once. To minimize cross-sample contamination, we cleaned the metal block and forceps with RNase-Zap after each dissection. Antennae were stored in a -80°C freezer until RNA extraction.

To prepare samples of different body parts of the workers, we followed the same process as antennal preparation. To genotype individuals for the qRT-PCR assays on the head, thorax, and abdomen, we genotyped the antennae (figure S1B). To genotype individuals for the sequence trace profile analysis on the antenna, head, and body (i.e., thorax-abdomen), we genotyped 2 random legs (figure S1C).

#### *S. geminata*:

We sampled foraging workers and then dissected the antennae, heads, thoraces, and abdomens as described for *S. invicta*. We collected the head, thorax, and abdomen from 20 or 26 individuals. For the antennae samples, we collected 99 or 108 pairs.

#### **RNA extraction**

We extracted RNA using the Direct-zol RNA MiniPrep kit (R2050, ZymoResearch) following a modification of the manufacturer's instructions (Zhang et al. 2013). Frozen antennae in 200 µl Trizol were homogenized using a FastPrep-24 bead homogenizer (MP Biomedicals). Tissue destruction was checked under a microscope. If extra homogenization was required, we re-froze the sample in liquid nitrogen and repeated the homogenization (three times was the maximum needed). After the tissue was completely homogenized, we added an additional 400 µl Trizol into each sample, followed by vortexing for 10 secs and incubation at room temperature for 15 minutes. Samples were then phase separated with 120 µl chloroform. The aqueous phase was kept for RNA purification using the Direct-zol column with on-column DNase I treatment. RNA was eluted once in 25 µl (*S. invicta*) or 36 µl (*S. geminata*) RNase-free water.

RNA extraction from non-antennal tissues followed the same process of antennal RNA extraction, except that the total volume of Trizol was 1 ml and that of chloroform was 200 µl. *S.*

*invicta* samples were eluted twice with 25 µl RNase-free water (50 µl total). For *S. geminata*, the thorax samples were eluted once with 36 µl; the head and abdomen samples were eluted twice with 30 µl RNase free water (total 60 µl).

The integrity and quantity of RNA samples were checked using a Nanodrop 1000 and a Bioanalyzer 2100.

## **RNA amplification and sequencing**

To obtain sufficient cDNA for sequencing, we amplified the cDNA from the antennal RNA samples. We used two protocols.

In method one, we amplified 25 ng of each RNA sample (four bio-replicates of three worker classes, i.e., 12 amplifications) using the Nugen Ovation V.2 kit (M01206, NuGEN Technologies), following the manufacturer's instructions. These amplified samples were sequenced in two ways. In an initial pilot experiment, we pooled the four amplified bio-replicates (200 ng amplified cDNA per sample) by worker class prior to library preparation (i.e., three libraries, 800 ng of amplified-cDNA-then-pooled per library) and sequencing. For DEG analysis, we sequenced each of the 12 amplified samples separately in a 12-plex fashion on two lanes. In both cases, each sample was amplified no more than 10 additional cycles during TruSeq DNA sample preparation.

In method two, we pooled 200 ng of total RNA from each of the three bio-replicates of each worker class (i.e., three pooled RNA samples). These pooled samples were polyA(+)-RNA selected, amplified using the SMARTer Stranded RNA-Seq kit, and then sequenced directly (Clontech; at the High Throughput Genomics Core at the Biodiversity Research Center, Academia Sinica, Taiwan [HTGC BRC]). Sequencing results in method two (pooled-total-RNA-then-

amplified) were used to compare to the sequencing results of the samples in method one (amplified-cDNA-then-pooled) to decide the bioinformatics approach for differential gene expression analysis.

All samples were sequenced on the Illumina HiSeq 2500 platform with a 150 bp paired-end protocol (HTGC BRC).

### **Quantitative real time PCR (qRT-PCR):**

We designed primers for the qRT-PCR assays as previously described (Thornton and Basu 2011). In brief, primers were designed using Primer3plus (table S6). The primers were chosen if they spanned two exons or the forward and reverse primers of each pair were located on two different exons. We then used Beacon Designer (Premier Biosoft International) and mFold (Zuker 2003) to check for cross dimers, self-dimers, hairpins, and secondary structure of each amplicon ( $\Delta G > -3$ ), all of which can affect fluorescence signal intensity.

The 1<sup>st</sup> strand cDNA samples were prepared using SuperScript III (18080044, Invitrogen) following the manufacturer's instructions, with the addition of random primers (N410-01, Protech) and RNaseOUT (10777019, Invitrogen).

We performed qRT-PCR experiments using KAPA SYBR FAST qPCR Master Mix (2X) ABI Prism (KK4603, KapaBiosystems) following the manufacturer's instructions. The qRT-PCR assays were conducted on an ABI QuantStudio 5 system (ThermoFisher), following the default program (initial denaturation for 10 minutes at 95°C; 32-35 cycles of denaturation for 15s at 95°C; final annealing and elongation for 1 min at 60°C). The number of PCR cycles was decided based on the RNA concentrations of the samples in a batch. A dissociation step was added to test for non-specific amplification via dissociation curves.

To compare the expression level of the target genes in different samples, the expression of the target genes in a specific sample were calculated as the difference in cycle number of the genes and the average of the cycle numbers of the two internal control genes of that sample ( $\Delta Ct$ ). To display the relative expression level of the target genes in different worker classes in a specific tissue, we compared the  $\Delta Ct$  of that gene in each bio-replicate to the average of the  $\Delta Ct$  of that gene in that tissue of the monogyne *SB/SB* worker (M\_BB). We used the Tukey HSD test to test differential expression.

#### **RNA-seq data processing**

For all 12 cDNA libraries (Nugen amplified), we controlled the quality of the sequence reads by retaining those passing a base-quality threshold of 20 and minimum length of 30 bases using cutadapt v1.16 (Martin 2011). After, we examined the read duplication rate within the libraries by mapping these filtered reads onto the published genome assembly of *S. invicta* (version Si\_gnH; NCBI accession AEAQ000000000), marking duplicates with samtools markdup, and then counting duplicates with samtools flagstat (table S1). The duplication rates (11%-41%) are comparable to other studies (Shanker et al. 2015; Song et al. 2018).

For the RNA-seq analysis we considered two potential reference gene sets: “Tux-gnH”, a newly assembled gene set following the Tuxedo Suite method (Trapnell et al. 2012) for Si\_gnH and “OGS”, the official gene set that was published with this assembly (15,589 genes) (Privman et al. 2018). The Tux-gnH gene set was derived as follows. We used TopHat v2.0.11 to map the quality-controlled reads from all 12 libraries onto Si\_gnH with the guidance of the OGS (i.e., -G). Subsequently, we ran Cufflinks v2.2.1 to assemble a gene set for each library followed by Cuffmerge v1.0.0 to generate Tux-gnH, resulting in 44,521 putative genes. Comparing to the OGS

159 using Cuffcompare v2.2.1, the Tux-gnH gene set has 15,116 genes (34%) that were annotated. The  
160 remaining 29,405 putative genes include protein coding genes, non-coding RNAs, and likely some  
161 false-positives since cDNA amplification can be over sensitive (Sun et al. 2013). The raw and  
162 processed data are available under NCBI accession GSE126684.

163 In an initial analysis of the two pilot amplified RNA-seq datasets (see above), we found  
164 that using the OGS produced in a greater overlap of the differentially expressed gene sets among  
165 the three sample groups (M\_BB, P\_BB, and P\_B) compared to using Tux-gnH. This difference  
166 may be due to the effect of non-coding regions (e.g., introns) on the mapping results (Tux-gnH  
167 gene models retain introns, whereas gene models are spliced in the OGS gene set). Based on this  
168 observation, we decided to use the OGS gene set as the reference for the full analysis, but updated  
169 it to include newly annotated genes discovered in Tux-gnH. We included only those transcripts  
170 with protein coding potential, defined here as those encoding peptides with an open reading frame  
171 of at least 50 amino-acids and having similarity to genes in the NCBI non-redundant reference  
172 (NCBI nr) (Bethesda (MD): National Library of Medicine (US)). This added 4,114 genes to the  
173 OGS – for a total of 19,230 putative protein coding genes (“OGS-plus”) (sequences in Dryad).  
174 Among these, 628 genes are located in the supergene, which is defined following the genetic map  
175 (Wang et al. 2013), the right supergene boundary (Huang et al. 2018), and five additional scaffolds  
176 (Pracana et al. 2017).

177 To identify differentially expressed genes (DEGs) on the full dataset of 12 samples, we  
178 first mapped the quality-controlled reads onto OGS-plus with Bowtie v.2.2.6 (Langmead and  
179 Salzberg 2012; Langmead et al. 2019). Next, we used RSEM v1.3.0 (Li and Dewey 2011) to  
180 estimate gene expression levels from the mapped reads. Finally, we identified DEGs using the  
181 EBSeq package v1.2.0 (Leng et al. 2013) (figure S1D). Each library was normalized by library

size using quantile normalization (Sizes = QuantileNorm). Visualization of the expression patterns (heatmap and plots) was based on Transcripts Per Million (TPM).

### **Variant calling at *SiOBP12***

The expression of *SiOBP12* in the *SB/Sb* worker antennae could be due to the gene expression of the original *SiOBP12B* or the paralog *SiOBP12b'*. To estimate the expression of *SiOBP12* and *SiOBP12b'*, we used GATK for variant-calling from the RNA-seq reads that were mapped onto the *SiOBP12* locus (Van der Auwera et al. 2002; McKenna et al. 2010; DePristo et al. 2011). Due to sequence divergence between *SiOBP12b'* and *SiOBP12* causing poor mapping quality, SNP calling for single *SB/Sb* biological samples was inaccurate. To increase the mapping read depth in the region, we merged all filtered reads of the four bio-replicates of *SB/Sb* antennal cDNA libraries prior to mapping this pool onto the *Si\_gnH* genome assembly. The variants at this locus were subsequently called based on the mapping results of this *SB/Sb* pool.

### **Re-examination of the *SiOBP12* sequence from the fire ant EST library and other RNA sequencing data**

The sequence of the *SB* allele of *SiOBP12*, (hereafter *SiOBP12B*, NCBI RefSeq HQ853360 (Gotzek et al. 2011)) contains an intact open reading frame but we found that *SiOBP12B* in the *Si\_gnH* assembly has an early stop codon caused by a C-to-T substitution at the 46<sup>th</sup> nucleotide from the start codon (see also Pracana et al. 2017). To check whether *SiOBP12B* has an allele which is intact, we re-examined the EST library (consisting of multiple castes and stages from both monogyne and polygyne colonies) (Wang et al. 2007) and three RNA-seq dataset generated from a Roche 454 FLX machine (Wurm et al. 2009) which were used to construct the sequence of

HQ853360. We identified ESTs and RNA sequencing reads that may have contributed to the *SiOBP12B* sequence by blastn comparisons (Altschul et al. 1990) and counted the number of reads which contained the C or T nucleotide (at position 46<sup>th</sup> for *SiOBP12B*) or the 17-nucleotide insertion (at position 74<sup>th</sup> for *SiOBP12b*).

## **Structure analysis of SiOBP12 proteins**

To examine if the amino acid differences between SiOBP12B, SiOBP12b, SiOBP12b', and SgOBP12 may be potentially functionally important, we compared their predicted protein sequences to Gp-9 (NCBI RefSeq Q8WP90) and the pheromone binding protein (PBP) in *Bombyx mori* (NCBI RefSeq NP\_001037494). SiOBP12b' was translated from RACE cDNA sequence obtained in this study. SiOBP12B (Wurm et al. 2011), SiOBP12b (Wang et al. 2013), and SgOBP12 (Dryad) were translated from their respective genomic sequences. We aligned these six protein sequences using MEGA7 (Kumar et al. 2016). The helices and the residues, which are likely to be involve in the bombykol binding pocket and pH-sensitive conformation change, were adopted from previous studies (Sandler et al. 2000; Krieger and Ross 2005).

## **Copy number variation (CNV) analysis**

CNV analysis was conducted in an independent study (Fontana et al., in review). In brief, we compared whole genome sequencing reads from eight pairs of sons (1 *SB* and 1 *Sb*, ant males are haploid) from unrelated *SB/Sb* queens (Wurm et al. 2011; Wang et al. 2013). We first generated a comprehensive, non-redundant gene list containing 27,279 *S. invicta* genes by combining all known *S. invicta* transcriptome from the OGS, NCBI and other available RNA-seq datasets. Redundancies among datasets (blastn, percent identity  $\geq 95\%$  and bitscore  $\geq 200$ ) were discarded.

Redundancies within datasets (this is for the RNA-seq derived transcripts) were filtered using CD-HIT with sequence identity threshold 95% (Li and Godzik 2006; Fu et al. 2012).

Each of the 16 datasets was aligned against this transcriptome reference using BWA mem v.0.7.12 (Li and Durbin 2009). To determine the copy number variation for each gene between haploid *SB* and *Sb* brothers, DNA read depths obtained from the BWA alignment were compared using CNV-seq (Xie and Tammi 2009) with window-size of 500 bp and step-size of 250 bp. For each overlapping window, we calculated “log2-fold(+1)” values normalized for different read depths using the formula:  $\log_2\text{-fold}(+1) = \log_2(((Sb \text{ read count} + 1) / \text{total } Sb \text{ reads}) / ((SB \text{ read count} + 1) / \text{total } SB \text{ reads}))$ .

### ***SiOR463* deletion examination in *S. invicta SB*, *Sb*, and *S. geminata* genomes**

To check the deletion of the odorant receptor *SiOR463* (*XLOC\_016888*), we mapped low-coverage sequenced data from 14 males (7 pairs of 1 *SB* and 1 *Sb* brothers) (Wang et al. 2013) onto contig 000892F of a PacBio *SB*-genome assembly (version t4p) and contig 000200F of a PacBio *Sb*-genome assembly (version t2p) using BWA mem (Li and Durbin 2009) (contig sequences in Dryad). The location of the OR cluster (i.e., *SiOR163*, *SiOR463* and *SiOR462*) was identified by blastn (Altschul et al. 1990) with the mRNA sequence of *SiOR163* (NCBI RefSeq XM\_026133769) to the PacBio genomes of *S. invicta SB*, *Sb*, and *S. geminata* (blast results in Dryad). Subsequently, these regions were aligned and visualized with Mauve (Darling et al. 2004).

### **Ascertaining the presence or absence of *SiOBP12b*’ in the *S. invicta SB* and *S. geminata* genomes**

To examine whether the *S. invicta* *SB* and the monogyne *S. geminata* genomes have the *SiOBP12b*' gene or its remnants, we conducted a blastn comparison against the *S. invicta* *SB* and *S. geminata* genomes using contig 000102F of the *Sb* genome (version t2p) on which *SiOBP12b*' is located.

How the deposited data were processed for this re-analysis (not part of the article)

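Antennal RNA of fire ant workers was sequenced in 12 libraries, 4 for each of the 3 worker classes M_BB, P_BB and P_Bb. The class, colony and bioreplicate of each library were taken from the sample labels and from Table S1 of the paper. All 12 libraries were used. The authors trimmed the reads, mapped them with Bowtie onto the 19230 genes of OGS-plus and estimated values with RSEM, each library on its own. They deposited the expected count, which is not scaled for library size, and the TPM of every gene. Duplicate reads were assessed by the authors and are not stated to have been removed. The authors also deposited an exon annotation of the assembled transcripts on Si_gnH scaffolds, which was used for the positions of XLOC genes.

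From the deposited expected counts, rounded to whole numbers, edgeR (4.0.16, R 4.3.3) was fitted with TMM scaling, filterByExpr and the robust quasi-likelihood test, on 10503 genes. Adjusted p-values follow Benjamini and Hochberg, and genes under 0.05 are said to pass. The paper's methods use EBSeq without a term for the bioreplicate, so the model has none. The authors' EBSeq was not used here, and its model was re-implemented with its 5 expression patterns of 3 classes, calling genes at a posterior probability of at least 0.95. Deposited TPM values were used for means, SDs and exact permutation tests of 4 libraries against 8, whose smallest p is 0.00202. These tests use all 495 splits and ignore the pairing by bioreplicate. Only 81 splits respect it, so a test within bioreplicates could not reach 0.00202. Polygyne values with n = 8 rest on 4 colonies. A fold against a class with at most 3 counts in every library is given as a lower bound, computed with 3 counts in each of those libraries. Depth ranged from 1662249 to 4101327 expected counts per library, so genes at a few TPM rest on few counts, and these limits cover counting error only.

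The alternatives were fixed before the data were examined. They were upper-quartile size factors, no filter on low counts, at least 10 counts in every library, DESeq2 (1.42.0), limma (3.58.1) on log2(TPM + 1), the re-implemented EBSeq model, the replicate block, the library name prefix and the duplicate percentage as covariates, each of the 12 libraries left out in turn, and an adjusted p under 0.01. DESeq2 gave no adjusted p for 8 genes, which were left as missing. The genes named in the text were also set by a rule written then. They are the genes that the paper names, the largest rise and fall of each pattern among its chemical and TE genes, up to 3 genes outside Table S2 per comparison that pass without overlap, and the smallest and largest differences in Table S2. Gene names come from the paper's tables. Genes that the paper names without an identifier in the tables were not analysed here.

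The models were tested on simulated counts for the same 10503 genes with 200 genes changed by genotype and 200 by social form. Every planted log2 change was larger than 0.783, the median absolute log2 fold change of the tested social form genes of Table S2. The simulated libraries had no effect of colony or bioreplicate. The shares recovered thus do not tell how many smaller changes the models would find. The edgeR model recovered 94.5% and 92.5% of the planted genes, DESeq2 97% and 94.5%, and limma 94% and 93%. The block recovered 94.5% and 89.5%, and the re-implemented EBSeq model 90.5% and 87.5%. The numbers of unchanged genes called were 13 and 13 with edgeR, 36 and 40 with DESeq2, and 32 and 44 with the re-implemented EBSeq model. A gene changed in a single class moves both comparisons, so edgeR also called 109 of the genes changed by social form in the genotype comparison and 138 of those changed by genotype in the social form comparison. The numbers by genotype and by social form thus overlap, and 1 gene is in both in the antennal libraries. No libraries of a class were copies of each other, since the chi-square per degree of freedom between libraries was 6.54 or more.

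The bioreplicate numbers pair the libraries, because P_BB and P_Bb of a number share a colony and the paper's supplementary methods give shared days for the M_BB colony. The deviations of same-numbered libraries from their class means had a median correlation across genes of 0.235 (from -0.371 to 0.659), against -0.0897 for libraries of different numbers. Between P_BB and P_Bb of a colony the median was 0.413. Genes are not independent replicates, so these correlations are descriptions. With the block, 22 genes passed by genotype and 0 by social form. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.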

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

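The comparisons between libraries in this part were chosen after the results were seen. The edgeR fits and the alternatives quoted here were fixed before the data were examined. Library measures and the TPM of each named gene were looked at in each worker class, in 71 groups of 4 libraries. In 7 groups a library stood far apart from the other 3, where about 3.55 such groups arise by chance.

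The duplicate percentage that the paper reports was 31.6% in M_BB bioreplicate 2, against 14.1% to 16.6% in the other M_BB libraries, and 27.2% in P_BB bioreplicate 2, against 13.1% to 14.4% in the other P_BB libraries. The P_Bb library of this bioreplicate had 19.6%, and the highest value of all was 41.0% in P_Bb bioreplicate 7. The number of antennal pairs does not separate these libraries, as it was 39.5 in all 3 libraries of bioreplicate 2. With the duplicate percentage as a covariate, 21 genes passed by genotype and 5 by social form, against 24 and 5 without it. Between P_Bb and P_BB the covariate lowered the count from 14 to 5. No biological explanation was tested.

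In 4 groups the library that stood apart did so by a few counts. SINVm1_gene_13698 (SiOR462) was at 3.64 TPM in P_BB bioreplicate 6, which is 3 counts. SINVm1_gene_00401 was at 1.07 TPM in M_BB bioreplicate 6, which is 3 counts, and at 0.48 TPM in P_BB bioreplicate 3, which is 1 count. SINVm1_gene_09325 was at 0.58 TPM in P_BB bioreplicate 6, which is 1 count. Differences of this size are within what counting error gives at this depth.

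SINVm1_gene_00026, which is outside Table S2, passed by social form with a log2 fold change of 2.34 (standard error 0.37, adjusted p = 0.0449 in edgeR's quasi-likelihood test). It was at 70.4 ± 48.0 TPM (SD, n = 4) in M_BB and 14.7 ± 6.76 TPM (SD, n = 8) in the polygyne libraries, and all 4 M_BB libraries were higher than all 8 others. P_BB bioreplicate 7 stood apart at 22.77 TPM, against 11.47 to 13.05 TPM in the other P_BB libraries, and P_Bb bioreplicate 7 of the same colony was at 27.7 TPM. Both remained below the lowest M_BB library at 36.0 TPM. The adjusted p was 0.0841 with the replicate block and ranged from 7.83e-06 to 0.184 over the alternatives, and the gene passed in 2 of the 12 fits that each left out a library. Social form and differences between colonies of the 2 forms both remain open for this gene.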

How the results depend on the processing

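The alternatives named in the processing summary gave the following. By genotype 24 genes passed, against 37 with DESeq2, 37 with the re-implemented EBSeq model and 4 among genes with at least 10 counts in every library. That filter removes genes near 0 in the other classes by its construction. For the other fits the cause was not tested. Across the 12 fits that each left out a library, the count was 18 to 26. All 24 genes were also called by DESeq2.

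By social form 5 genes passed, against 26 with DESeq2, 35 with the re-implemented EBSeq model, 3 with limma, 0 with the replicate block, 0 with the library prefix as covariate and 0 at an adjusted p under 0.01. Leaving out a library gave 0 to 6 genes, with 0 genes in 8 of the 12 fits. These were the fits without M_BB bioreplicate 2, 6 or 7, P_BB bioreplicate 6 or 7, or P_Bb bioreplicate 2, 3 or 6. Of the social form genes of Table S2, 3 passed, against 11 with DESeq2, 32 with the re-implemented EBSeq model, 0 with limma, 0 with the replicate block, 0 with the library prefix, 0 at an adjusted p under 0.01 and 0 to 4 with a library left out.

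Among the 3 worker classes 23 genes passed, against 48 with DESeq2, 72 with the re-implemented EBSeq model, 14 with limma, 10 at an adjusted p under 0.01 and 3 with at least 10 counts in every library. Leaving out a library gave 11 (without P_Bb bioreplicate 2) to 25 genes.

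Between P_Bb and P_BB 14 genes passed, against 28 with DESeq2, 8 with the library prefix, 5 with the duplicate percentage, 2 with at least 10 counts in every library and 1 at an adjusted p under 0.01. Leaving out a library gave 1 to 22 genes. It was 1 without P_BB bioreplicate 3, P_BB bioreplicate 7 or P_Bb bioreplicate 2, and 22 without M_BB bioreplicate 2, a library outside this comparison that enters the estimate of the spread. Between P_Bb and M_BB 16 genes passed, against 40 with DESeq2, 5 with at least 10 counts in every library, 5 at an adjusted p under 0.01, and 9 (without M_BB bioreplicate 7) to 23 with a library left out. Between P_BB and M_BB 0 genes passed and 505 had an unadjusted p under 0.05, against 8 genes with DESeq2 and 0 to 1 with a library left out (1 without M_BB bioreplicate 3).

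Of the genotype genes of Table S2 24 passed, and 4 with at least 10 counts in every library. Of the chemical metabolism and odorant perception genes 5 passed, against 1 with at least 10 counts in every library, 3 with limma, 3 with the replicate block, 3 at an adjusted p under 0.01 and 3 to 4 with a library left out. Of the TEs 7 passed, against 2 with at least 10 counts in every library and 4 (without P_Bb bioreplicate 6) to 7 with a library left out. The binomial p for genotype against social form was 0.000546, against 0.207 with DESeq2, 0.906 with the re-implemented EBSeq model and 1 with at least 10 counts in every library. It ranged from 2.98e-08 to 0.0106 with a library left out.

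The number of Table S2 genes without overlap was 50, 61 in CPM (counts scaled by library size) and 50 to 59 with a library left out. The median share of the P_Bb signal in P_BB libraries was 1.82%, and 0 to 3.65% with a bioreplicate left out. On the scaffold of SiOR463, 0 of 12 other genes passed at the main settings, and 0 genes passed in every alternative. Among 324 values of 18 named genes under the alternatives, 284 kept their direction and their side of the threshold, 37 no longer passed, 3 passed where they had not, and 0 changed direction.

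Depth limits the genes near 0 in SB/SB libraries. Folds are lower bounds for genes with at most 3 counts in each library of the other group, and fitted folds of genes with a few counts more, such as SiOBP12 and SINVm1_gene_05175, rest on those few counts.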

Differences from the paper's values

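At the settings fixed before the data were examined, 23 genes differed among the 3 worker classes, against the paper's 81. The re-implementation of EBSeq's model gave 72, which is within 1.5 times the paper's number. The other alternatives gave 3 to 48.

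By genotype 24 genes passed, against the paper's 38 with the genes different in all comparisons included. DESeq2 gave 37, the re-implemented EBSeq model 37, and the fit without M_BB bioreplicate 2 gave 26, and the other alternatives did not come within 1.5 times. The number lower in P_Bb was 1 against the paper's 5, with 4 from DESeq2 and 4 from the re-implemented EBSeq model.

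By social form 5 genes passed, against the paper's 43. The re-implemented EBSeq model gave 35, and none of the other alternatives came within 1.5 times. Higher in M_BB were 2 genes against the paper's 21, with 15 from DESeq2 and 15 from the re-implemented EBSeq model. Lower in M_BB were 3 genes against the paper's 22, with 20 from the re-implemented EBSeq model.

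The binomial test of genotype against social form gave p = 0.000546 (exact, two-sided), with more genes by genotype, where the paper's test found no difference. The re-implemented EBSeq model gave 0.906 and DESeq2 gave 0.207, so with these no difference was established. Both had more genes by genotype (37 against 35 and 37 against 26). At an unadjusted p-value under 0.05 the order was reversed, with 241 genes by genotype and 911 by social form in the edgeR fit. More genes by genotype thus holds for the adjusted threshold only.

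The paper gives 2 genes as different in all 3 comparisons, and the re-implemented EBSeq model assigns 2 genes to that pattern. In edgeR's pairwise tests 0 of the 23 genes passed in all 3 comparisons. The paper lists SiOR463, SINVm1_gene_05326 and SINVm1_gene_13984 among the genes different by genotype. Their adjusted p-values in edgeR's test were 0.612, 0.14 and 0.999. In the re-implemented EBSeq model their posterior probabilities were 0.937, 0.999989 and 0.992, so SiOR463 alone fell short of 0.95. DESeq2 gave 0.00525 for SINVm1_gene_05326 with a log2 fold change of 1.35, and for SiOR463 no alternative with an adjusted p went under 0.144. The paper has other evidence for these 2 genes. It reports SINVm1_gene_05326 as higher in SB/Sb workers by qRT-PCR on separate antennal samples, and SiOR463 as deleted in the Sb genome.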

Other observations

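Apart from counts of the real comparisons, with or without the replicate block, tests in this part were chosen after the results were seen. The number of genes that pass was recounted for splits of the same libraries, and each number of splits given here includes the real one. For 4 libraries against 8, 3 of 100 splits gave as many genes as the genotype and 2 of 100 as many as social form. For the 3 worker classes it was 4 of 100. The real split by genotype gave 24 genes and the largest other split 206, with P_BB and P_Bb of bioreplicates 2 and 3 on the same side. The largest split against social form gave 1517 genes, with all libraries of bioreplicate 2 and P_Bb of bioreplicate 3 together. These 4 libraries also have the lowest TMM factors, from 0.842 to 0.926, and the cause was not tested.

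Only splits that take 1 library from each bioreplicate respect the pairing of the libraries. Of these 81 splits, 1 gave as many genes as the genotype, namely the real one, and the next gave 5. With the replicate block the genotype count was 22. For social form 2 of the 81 splits gave 5 or more genes, the real one and the split by genotype. In the re-implemented EBSeq model, 3 of the 81 splits gave as many genes as the genotype pattern and 3 as many as the social form pattern. The split with the 4 M_BB libraries except that P_BB takes the place of M_BB in bioreplicate 3 gave 37 genes against 35 by genotype and 41 against 35 by social form. The split by social form gave 35 genes in the count by genotype, and the split by genotype gave 35 in the count by social form.

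In pairwise comparisons, 1 of 35 splits gave as many genes as P_Bb against P_BB, and 2 of 35 as many as P_Bb against M_BB. The other of these gave 253 genes with M_BB of bioreplicates 2 and 7 and P_Bb of bioreplicates 2 and 3 together. Of the 8 splits that part all 4 bioreplicates, the real one alone gave 16 genes, but 8 splits cannot give a share under 0.05. For P_BB against M_BB, where 0 genes passed and 505 had an unadjusted p under 0.05, all 35 splits gave as many, which carries no information because every split gives at least 0 genes.

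The first principal component held 32.5% of the variation of 10503 genes and the second 22.5%. The bioreplicate accounted for 38.3% of the sum of squares and the worker class for 16.9%, where their degrees of freedom alone give 27.3% and 18.2%. Among 6 library measures compared with the first component over the 12 libraries, the share of the 10 genes with the most counts had Pearson's r = 0.736 (permutation p = 0.00668, adjusted p = 0.0200) and Spearman's rho = 0.748 (permutation p = 0.0073, adjusted p = 0.0219), and r = 0.835 without the 2 farthest libraries. The total count had r = -0.498 (permutation p = 0.101, adjusted p = 0.202), rho = -0.559 (permutation p = 0.0629, adjusted p = 0.126) and r = -0.527 without the 2 farthest libraries. The duplicate percentage had r = 0.348 (permutation p = 0.263, adjusted p = 0.395), rho = 0.378 (permutation p = 0.228, adjusted p = 0.343) and r = 0.741 without the 2 farthest libraries. Neither of these can be told apart from no relation with 12 libraries. The TMM factor had r = -0.88 (permutation p = 6e-05, adjusted p = 0.00036). The share of the 10 genes and the TMM factor are computed from the same counts as the axis, so these relations describe the axis and do not give its cause. A few genes taking many of the counts cannot be told apart from another property of the libraries that changes both. Colony and collection day differ between bioreplicates and remain open.

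Directions were compared in the bioreplicate left out when genes were chosen at an unadjusted p under 0.001. The choices were summed over the bioreplicates left out. They share libraries and can hold the same gene more than once, so the totals are not numbers of separate genes. Of the genotype choices, 98.1% of 104 kept their direction against P_BB and 96.2% against M_BB. Of the social form choices, 58.0% of 88 kept it against P_BB and 69.3% against P_Bb. In bioreplicate 3, 53.1% of 32 social form genes kept it between M_BB and P_BB. As a hypothesis, an exchange of these 2 libraries may lower this share. The other bioreplicates had 56.5%, 55.6% and 73.3%, so bioreplicate 3 does not stand apart. Exchanging the pair raised the count in the re-implemented EBSeq model and left 0 genes in the edgeR model, so an exchange cannot be told apart from a weak social form difference.

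A second hypothesis is that P_BB pools may hold RNA of SB/Sb workers. For genes higher in P_Bb than in M_BB in the other bioreplicates, the P_BB library held a median share of the P_Bb signal of 0% in bioreplicate 2 (95% bootstrap interval -3.52 to 10.2), 3.65% in bioreplicate 3 (0 to 14.3), 8.72% in bioreplicate 6 (1.60 to 11.3) and 0% in bioreplicate 7 (-3.70 to 5.00). With genes chosen at a log2 fold change over 3, the share in bioreplicate 6 was 1.60% (-10.2 to 11.3), an interval that includes 0. A share in bioreplicate 6 thus depends on the choice of genes and cannot be told apart from a difference between the social forms, since M_BB and P_BB also differ in social form.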
